# Reduced chromatin accessibility correlates with resistance to Notch activation

**DOI:** 10.1038/s41467-022-29834-z

**Published:** 2022-04-25

**Authors:** Jelle van den Ameele, Robert Krautz, Seth W. Cheetham, Alex P. A. Donovan, Oriol Llorà-Batlle, Rebecca Yakob, Andrea H. Brand

**Keywords:** Differentiation, Neurogenesis

## Abstract

The Notch signalling pathway is a master regulator of cell fate transitions in development and disease. In the brain, Notch promotes neural stem cell (NSC) proliferation, regulates neuronal migration and maturation and can act as an oncogene or tumour suppressor. How NOTCH and its transcription factor RBPJ activate distinct gene regulatory networks in closely related cell types in vivo remains to be determined. Here we use Targeted DamID (TaDa), requiring only thousands of cells, to identify NOTCH and RBPJ binding in NSCs and their progeny in the mouse embryonic cerebral cortex in vivo. We find that NOTCH and RBPJ associate with a broad network of NSC genes. Repression of NSC-specific Notch target genes in intermediate progenitors and neurons correlates with decreased chromatin accessibility, suggesting that chromatin compaction may contribute to restricting NOTCH-mediated transactivation.

## Abstract (web summary)

Notch signalling plays a key role in cell fate transitions, but how Notch activates distinct regulatory networks in closely related cell types is not well understood. Here the authors profile Notch and RBPJ targets in the developing mouse cortex and reveal how transcription factor occupancy and chromatin remodelling interact to direct differential gene expression during differentiation.

## Introduction

Notch signalling plays a key role in cell fate transitions during the differentiation of neural lineages, from neural stem cells (NSCs) to postmitotic neurons^1^. Upon ligand binding, the NOTCH receptor is cleaved and the intracellular domain (NICD) translocates to the nucleus where it associates with its cofactor, RBPJ, to activate target gene expression^1,2^ (Fig. 1a). The outcome of Notch pathway signalling is highly dependent upon cellular context. In the developing mouse brain, Notch activity promotes the proliferation of radial glial cells (RGCs) and prevents their differentiation towards intermediate progenitor cells (IPCs) and neurons^3–7^. However, Notch also controls neuronal maturation^8–10^, promotes the proliferation of IPCs independently of RBPJ^4^ and, depending upon the cell of origin, sustained Notch activity in the brain can either drive or prevent tumourigenesis^11,12^. How a single signalling pathway can exert these pleiotropic effects during cell fate transitions, in closely related cell types, is a key question in developmental and cancer biology.

**Fig. 1:**
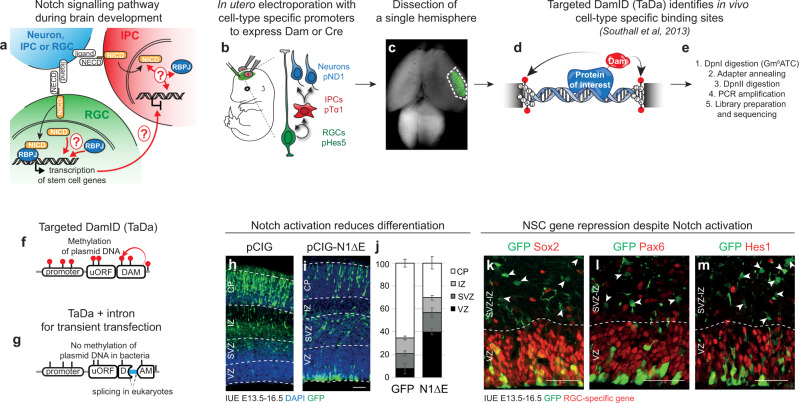
*In utero* cell-type specific chromatin profiling. **a** Overview of the Notch pathway in the developing cortex. **b**–**e** Workflow of *in utero* Targeted DamID (TaDa). **f**, **g** Schematic overview of TaDa construct and the introduction of an intron to prevent methylation in bacteria and enable transient transfection. **h**–**m**. IUE of **h** pCIG or **i** pCIG-N1ΔE labelled with GFP (green) and DAPI (blue) or **k**–**m** RGC-specific genes (*Sox2* (*n* = 1), *Pax6* (*n* = 3) or *Hes1* (*n* = 3), red). **j** Mean percentage (±s.e.m.) of GFP-positive cells in each region (*n* = 3 embryos (pCIG) and *n* = 5 embryos (pCIG-N1ΔE)). Source data are provided as a Source Data file. Scale bars 100 µm **h**, **i**, and 50 µm **k**–**m**.

Here, we use Targeted DamID (TaDa)^13–18^ to perform cell-type specific genome-wide profiling of NOTCH and RBPJ binding in vivo in the developing mouse brain. This reveals dynamic binding patterns in two directly related cell types, RGCs and IPCs, and enables us to compare binding, chromatin accessibility and gene expression during differentiation.

## Results

### Targeted DamID for cell-type specific profiling in vivo during mammalian development

Downregulation of Notch target genes during neurogenesis has been proposed to result from differential chromatin binding of Notch and RBPJ in RGCs and IPCs^4^. However, despite their remarkable context-dependent function, cell-type specific binding profiles of NOTCH and RBPJ during mammalian nervous system development have not been determined. This is largely due to the difficulty of capturing NICD in the nucleus^19–21^, the short half-lives of both NICD and its canonical target genes^2,22^ and the dependence of Notch-signalling on cell-cell contact, which is disrupted by cell sorting. Insights into cell-type specificity of Notch pathway output have come from studying transcriptional regulation of NOTCH-target genes in model organisms^2,23–27^. A simple approach for assessing cell type specific Notch and RBPJ binding patterns, in vivo and genome-wide, would help to reveal how cell-type specific target gene expression is achieved.

Here we used TaDa after *in utero* electroporation (IUE)^18^ to map NOTCH and RBPJ binding in the developing mouse brain (Fig. 1b–e). TaDa was originated to enable cell type-specific profiling without cell isolation, allowing genome-wide profiling of DNA- or chromatin-binding proteins without cell sorting, fixation or affinity purification^13–16^. TaDa is extremely sensitive and highly reproducible in *Drosophila*, as well as in mammalian cells, starting from fewer than 10,000 cells^13–18,28^. Nonetheless, DamID and TaDa were considered incompatible with transient transfection: the Dam-fusion protein methylates plasmid DNA when expressed in bacteria^29^. The methylated plasmid DNA co-amplifies with genomic DNA, comprising a substantial proportion of the sequencing library^29^. To overcome this, an intron was introduced into the coding sequence of the Dam methylase to prevent plasmid methylation in bacteria without affecting methylation in eukaryotes (intronDam^18^; Fig. 1g; Supplementary Fig. 1a, b; see Methods). To test this, we expressed Dam methylase alone under the control of an ubiquitous promoter (CAG; mouse embryonic stage E13.5), which should reveal regions of accessible chromatin (CaTaDa^15,30^). IUE of intronDam-plasmids generated reproducible methylation patterns in single brain hemispheres at E17.5 (Supplementary Fig. 2a; Supplementary Fig. 3a**)** without seemingly affecting neurogenesis (DamID-seq^14,15^; Supplementary Fig. 2b–d). The *in utero* Dam-methylation peaks corresponded with previously published ATAC-seq peaks from E13.5 mouse forebrain^31,32^ (Supplementary Fig. 2e, f), consistent with preferential methylation of accessible chromatin by untethered Dam methylase^30,33^.

We designed a Cre-inducible construct for conditional expression and to prevent leaky expression (‘non-leaky’ floxDam). The N-terminal half of the Dam methylase sequence was inverted and flanked by loxP sites (Supplementary Fig. 4a). Cre induced recombination activates expression of both the primary open reading frame (uORF, mCherry) and, at far lower levels, the secondary ORF encoding the Dam methylase (Supplementary Fig. 4b–d).

### Notch pathway activation in RGCs is not sufficient to prevent neurogenesis entirely

Notch and RBPJ are key regulators of RGC proliferation and prevent the transition of RGCs into IPCs and postmitotic neurons^1^. Notch1 mRNA levels decrease significantly upon transition from RGCs to IPCs^34,35^ (Supplementary Fig. 5a): Notch1 is expressed at low levels in IPCs but not in neurons. We therefore tested whether neurogenesis could proceed if the Notch pathway were activated ectopically. Notch pathway activation by ectopic expression of NICD has been shown previously to upregulate RGC-specific genes involved in NSC maintenance^3,4,36,37^. As expected, ectopic expression of NICD in RGCs after *in utero* electroporation (IUE) led to a strong reduction in differentiation (Fig. 1h–j). However, neurogenesis was not entirely blocked: 30.5 ± 5.5% (*n* = 5 embryos) of cells were able to differentiate into postmitotic neurons of the cortical plate (CP) after 3 days (Fig. 1j). Expression of RGC-specific transcription factors, *Sox2* and *Pax6* (Fig. 1k, l), or the NOTCH-target gene *Hes1* (Fig. 1m), was undetectable in IPCs and neurons. Despite expression of GFP and NICD from the same bicistronic transcript, NICD may no longer be present in these GFP-labelled IPCs and neurons. However, if still present, NICD would appear to be insufficient to activate NSC target genes or to completely block lineage progression. NICD might be unable to bind to its target genes in IPCs or, if able to bind, transcription might be repressed by other means.

To assess whether Notch could bind to chromatin in differentiating cells, we profiled NOTCH and RBPJ1 binding in the developing mouse cortex by TaDa. TaDa is highly sensitive, generating robust results from fewer than 10,000 cultured cells^17^ and should enable small populations of cells to be assayed in vivo. 

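In TaDa, a Dam methylase fused to a protein of interest methylates GATC sites near the places where the fusion is bound, and the methylated fragments are amplified and sequenced. Embryos were electroporated at E13.5 and harvested 24 h later, at E14.5. RBPJ was profiled in 3 samples of RGCs and 3 samples of IPCs, and Notch in 4 samples of each cell type. Of the 4 RGC samples of Notch, 2 carried NICD and 2 carried NΔECD, whereas all 4 IPC samples carried NICD. Dam-only was profiled in 5 samples of RGCs and 4 of IPCs, and the RBPJ and Notch peaks of a cell type were called against these same controls. The authors called broad peaks with Macs2 for every pair of fusion and Dam-only samples, filtered them by FDR and kept those present in all pairs. They deposited 1 pooled peak list per cell type and protein, with the start and end of each peak on mm10 (GRCm38), and a file of consensus peaks with the k-means cluster of each. These files hold no height, fold or q-value per peak and no value of a single sample, so sequencing depth and the spread between replicates cannot be read from them. Shares of peaks are therefore given with Wilson 95% intervals, which cover counting error over peaks only. Peaks were counted as overlapping from 1 bp. Overlaps were compared with 1000 circular shifts of a list along each chromosome, in 1-sided permutation tests with Benjamini-Hochberg adjustment. Peaks on the mitochondrial genome were left out of all tests. Since the lists of a cell type share their Dam-only samples, chance alone gives them some overlap, and its size cannot be simulated from peak lists.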

We performed IUE with plasmids expressing RBPJ1 and NOTCH1 (NICD or NΔECD; see Methods) fused to intronDam, under the control of RGC-specific (Hes5)^4,38^ or IPC-specific promoters (Tα1^4,39,40^; Fig. 2a, b; Supplementary Fig. 3a, b; Supplementary Fig. 5b).

**Fig. 2:**
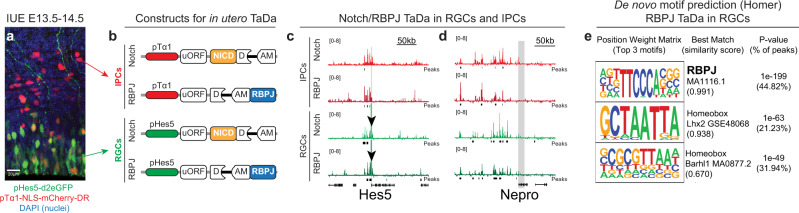
Cell-type specific *in utero* TaDa of NOTCH and RBPJ. **a** IUE of plasmids with destabilized fluorescent proteins under control of *Hes5* and *Tα1* promoters (n = 1). Staining for DAPI (nuclei, blue), GFP (green) and mCherry (red). Scale bar, 20 µm. **b** Constructs used for NOTCH and RBPJ TaDa in RGCs and IPCs. **c**, **d** NOTCH and RBPJ binding peaks near known target genes (grey shading) in RGCs and IPCs. Arrowheads indicate *Hes5*-promoter present in p*Hes5*-plasmids. **e** Motif detection at RBPJ binding peaks in RGCs.

At a stringent FDR < 10^−5^, we identified 14,071 peaks in RGC^RBPJ^; 3688 peaks in RGC^Notch^; 5454 peaks in IPC^RBPJ^; 2099 peaks in IPC^Notch^; (Supplementary Fig. 5c; Supplementary Data 1). 

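The deposited lists held 14100 peaks for RBPJ and 3702 for Notch in RGCs, and 5502 for RBPJ and 2161 for Notch in IPCs. Overlapping peaks of the 4 lists were merged into consensus peaks, as the authors did. On the nuclear chromosomes, 14071 consensus peaks then contained an RGC RBPJ peak, 3688 an RGC Notch peak, 5454 an IPC RBPJ peak and 2099 an IPC Notch peak. The median width was 2059.5 bp for RGC RBPJ peaks and 2389 bp for RGC Notch peaks. It was 1399 bp for IPC RBPJ peaks and 1288 bp for IPC Notch peaks. The lists covered 33.2, 9.88, 8.39 and 3.15 Mb of sequence in the same order. Of the RGC Notch peaks, 44.0% (interval 42.4 to 45.6) overlapped an RGC RBPJ peak, 15.5-fold more than after shifting (p = 0.001, the smallest that the permutations can give, before and after adjustment over the 6 pairs tested). Of the IPC Notch peaks, 22.5% (20.8 to 24.3) overlapped an IPC RBPJ peak, a 34.0-fold excess. Between cell types, 10.1% (9.64 to 10.6) of RGC RBPJ peaks overlapped an IPC RBPJ peak and 26.6% (25.4 to 27.8) of IPC RBPJ peaks overlapped an RGC RBPJ peak. For Notch these shares were 13.0% (12.0 to 14.2) and 23.6% (21.9 to 25.4). Shifts of only 20 to 200 kb moved the excess most, from 38.4-fold to 14.2-fold for IPC Notch peaks in the RGC Notch list.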

As expected, genes near Notch/RBPJ peaks were highly enriched for gene ontology (GO) terms related to neurogenesis and the Notch pathway (Supplementary Fig. 5d–f) and included well-known Notch target genes, such as *Hes1*, *Hes5*^36^, *Nrarp*^41^ or *Nepro*^42^ (Fig. 2c, d). 

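Each nuclear peak was assigned to the protein-coding gene with the nearest transcription start site. This gave 6781 genes for RGC RBPJ, 2518 for RGC Notch, 3542 for IPC RBPJ and 1519 for IPC Notch. With all annotated genes in place of protein-coding ones, the RGC RBPJ peaks were assigned to 9913 genes, the largest change among the alternatives. The median distance from an RGC RBPJ peak to the start site was 21689 bp, and 17.6% (16.9 to 18.2) of these peaks lay on a start site. Hes1 (ENSMUSG00000022528) lies on chromosome 16 from 30064384 to 30067796. A consensus peak from 30062417 to 30070043 covered the whole gene and was called in all 4 lists. Hes5 (ENSMUSG00000048001), on chromosome 4 from 154960923 to 154962371, had 3 consensus peaks. The peak at its start site, from 154957094 to 154961156, is an RGC RBPJ peak. The IPC RBPJ peak inside it, of 424 bp from 154957290 to 154957713, does not reach the start site, and neither Notch list has a peak there. The other 2, both in cluster 6, lie 6.64 and 12.7 kb from the start site. Both were called for Notch in RGCs and for RBPJ in IPCs, the nearer also for RBPJ in RGCs and the farther also for Notch in IPCs. The Hes5 promoter is also carried on the RGC plasmids, those of the Dam-only controls included. Nrarp (ENSMUSG00000078202) had 3 peaks, of which the peak on chromosome 2 from 25176345 to 25187169 covered the gene and contained peaks of all 4 lists, those of RGC Notch and IPC RBPJ outside the gene. Nepro (ENSMUSG00000036208) had 6 peaks. Of these, only the peak on chromosome 16 from 44660665 to 44670556 was called in all 4 lists, 53.7 kb from the nearest start site of the gene.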

Of the 1910 genes previously found to be differentially expressed upon NICD expression in the cortex^37^, 888/1910 (46.5%) were associated with RGC^RBPJ^ peaks, as compared to 455/1910 (23.8%) found previously by RBPJ ChIP-seq of cortical NSCs^37^ (Supplementary Fig. 5g,h; Supplementary Data 2). We found many NSC genes that had not yet been identified as Notch targets (Supplementary Data 1), as well as previously identified targets, such as transcriptional effectors of the Wnt, FGF and Shh signalling pathways^37^ (Supplementary Fig. 5e, f), including *Ctnnb1*, *Tcf7l2 (Tcf4)* and *Gli2/3*, and many upstream genes involved in signal transduction (Supplementary Data 1).

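Ctnnb1 (ENSMUSG00000006932), on chromosome 9 from 120929216 to 120960507, was the nearest gene of 3 consensus peaks. All 3 were called in the RGC RBPJ list and none in the RGC Notch list, and the peak from 120869313 to 120870475 was also called in both IPC lists. Tcf7l2 (ENSMUSG00000024985) was the nearest gene of 15 peaks, 12 of them called for RBPJ in RGCs and 2 for Notch in RGCs. Its peak on chromosome 19 from 55739839 to 55744510 lay on a start site and was called in 3 lists, all but RGC Notch. Gli2 (ENSMUSG00000048402) had 12 peaks, 7 of them in the RGC RBPJ list and 4 in the IPC RBPJ list. Gli3 (ENSMUSG00000021318) had 21 peaks, of which 14 were called for RBPJ and 9 for Notch in RGCs. The genes with the most peaks in the RGC RBPJ list were Auts2 with 37, Zfp608 with 33 and Epha4 with 32. In the RGC Notch list they were Msi2 with 15, Pou3f3 with 14 and Epha4 with 13. Nfib led the IPC RBPJ list with 16 peaks, followed by Zfp608 with 14 and Adgrl2 with 11. Sorl1 led the IPC Notch list with 10 peaks, followed by Epha4 and Meis2 with 9 each.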

The most highly enriched motif under the RGC^RBPJ^ peaks matches the known consensus binding site of RBPJ: 5′-TTCCCA-3’^43^ (*p* = 1^−199^; 44.82% of peaks; Fig. 2e; Supplementary Fig. 5i). In addition, consensus binding sites for homeobox transcription factors, in particular LHX2, were significantly enriched at Notch and RBPJ peaks in both RGCs and IPCs peaks (Fig. 2e; Supplementary Fig. 5j). 

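The word TTCCCA was counted on both strands of the mm10 sequence under each peak and in a control region of the same length on the same chromosome, drawn at random outside all peaks. RGC RBPJ peaks held 1.20 words per kb and their controls 0.940, a ratio of 1.28 (bootstrap 95% interval 1.26 to 1.30). The difference was tested by 1000 random swaps of each peak with its control (1-sided permutation test, p = 0.001, the smallest that these permutations can give, before and after adjustment over the 12 lists and clusters). At least 1 word lay in 85.1% of RGC RBPJ peaks and in 79.5% of controls, a share that grows with the width of the peaks and counts exact words, not matches to a weight matrix. The ratio was 1.13 (1.10 to 1.16) for RGC Notch, 1.32 (1.28 to 1.35) for IPC RBPJ and 1.24 (1.18 to 1.30) for IPC Notch. Among 2054 words of 6 bases tested in RGC RBPJ peaks, TTCCCA ranked 638 by ratio, and the words with the highest ratios were rich in CG. Peaks had a higher GC content than their controls, 46.0% against 41.7% for RGC RBPJ. Among the alternatives, the longer word TTCCCAC moved the RGC RBPJ ratio most, to 1.52. With controls matched on GC content the ratio of RGC Notch peaks was 1.02, no longer past the threshold (permutation test, adjusted p = 0.0730).

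**Figure D1:**
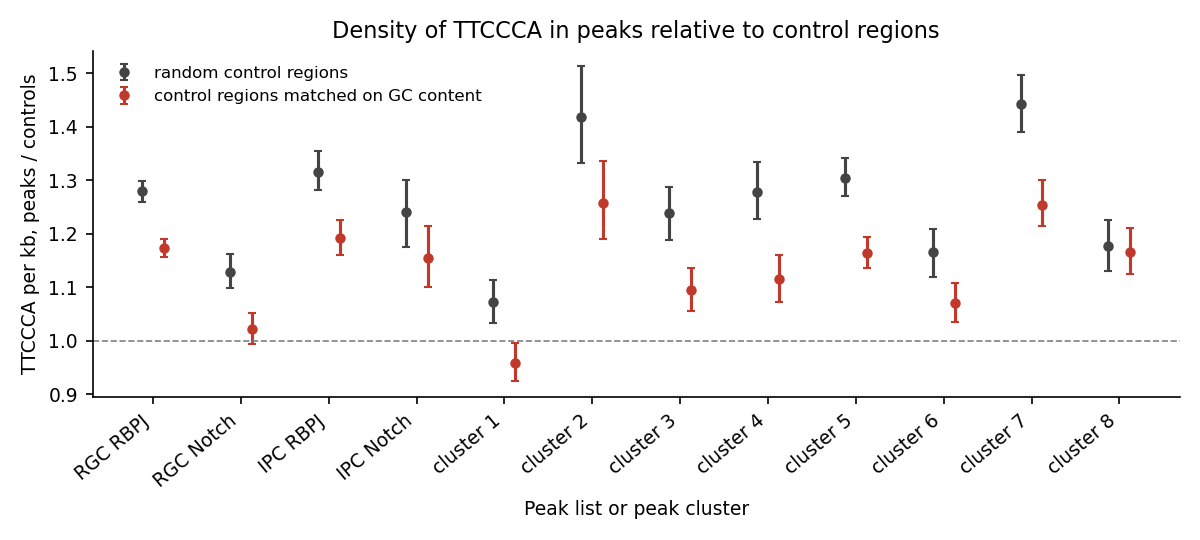
Density of TTCCCA per kb in peaks divided by that in control regions (vertical axis), for the 4 peak lists and the 8 peak clusters (horizontal axis), with 95% bootstrap intervals. The ratios lie between 1.07 and 1.44 over random controls (grey), and that of cluster 1 falls to 0.959 over controls matched on GC content (red).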

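For homeobox factors the core word TAATTA was counted in the same way. Over random controls, the ratio of its density was 0.874 (0.849 to 0.899) in RGC RBPJ peaks, 0.895 (0.849 to 0.946) in RGC Notch peaks and 0.895 (0.846 to 0.950) in IPC RBPJ peaks. In IPC Notch peaks it was 1.23 (1.12 to 1.34; 1-sided permutation test, p = 0.001, the smallest possible, and 0.0120 after adjustment). TAATTA holds no G or C, and matching the controls on GC content raised the ratio in all 4 lists. It was then 1.23 for RGC RBPJ, 1.31 for RGC Notch, 1.36 for IPC RBPJ and 1.81 for IPC Notch (permutation test, adjusted p = 0.0012 in each). Lhx2 (ENSMUSG00000000247), on chromosome 2 from 38339281 to 38369733, was itself the nearest gene of 6 consensus peaks, 5 of which were called for RBPJ in RGCs and none for Notch in RGCs.

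**Figure D2:**
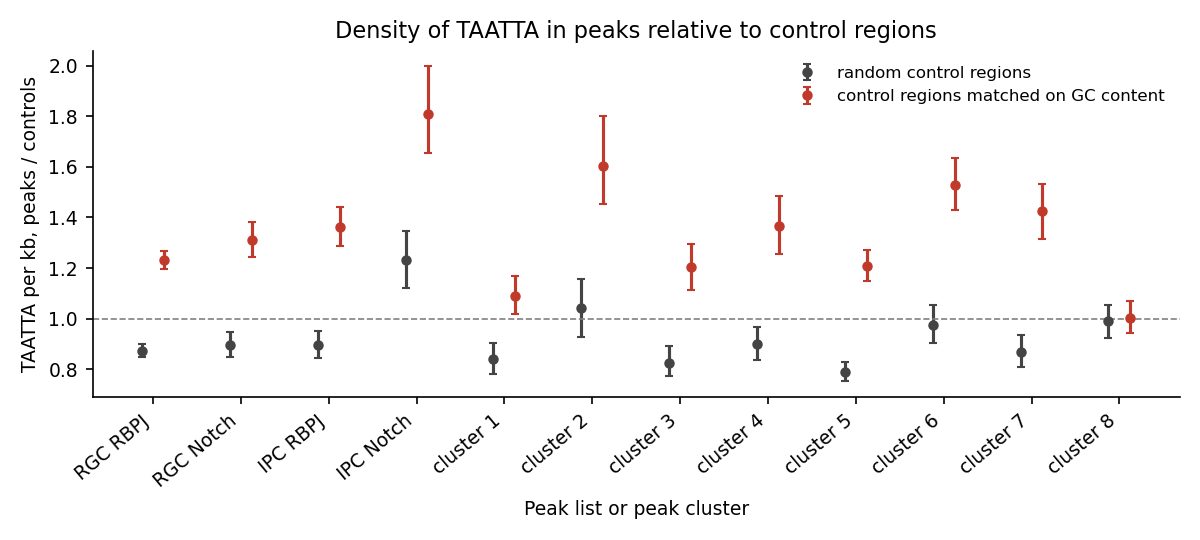
Density of TAATTA per kb in peaks divided by that in control regions (vertical axis), for the peak lists and clusters (horizontal axis), with 95% bootstrap intervals. Over random controls (grey) the RGC RBPJ ratio is 0.874, and over controls matched on GC content (red) it is 1.23.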

LHX2 is necessary for the activation of several Notch target genes in the developing retina^44^ and our data suggest a similar requirement in cortical NSCs, possibly through increasing enhancer accessibility by establishing a permissive chromatin state^2,45^.

### Chromatin accessibility correlates with Notch and RBPJ binding

Peaks from the four datasets (*n* = 20,811) were clustered using an optimisation approach based on k-means (Supplementary Fig. 6; Supplementary Data 3), revealing eight robust subsets of peaks (Fig. 3a, b). 

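The 25465 peaks of the lists merge into 20811 consensus peaks, all identical in position to those of the cluster file, which adds a cluster number to each. Clusters 1 to 8 held 2185, 992, 3384, 2038, 4678, 2241, 2289 and 3004 peaks. The authors assigned the clusters from binding intensities averaged over samples, which the file does not give, so they could not be recomputed. Peak calls are a coarser measure, since a region can have signal under the calling threshold. Of the consensus peaks, 82.9% (82.4 to 83.4) contained a called peak of only 1 list, 2748 of 2 lists, 668 of 3 lists and 141 of all 4.

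**Figure D3:**
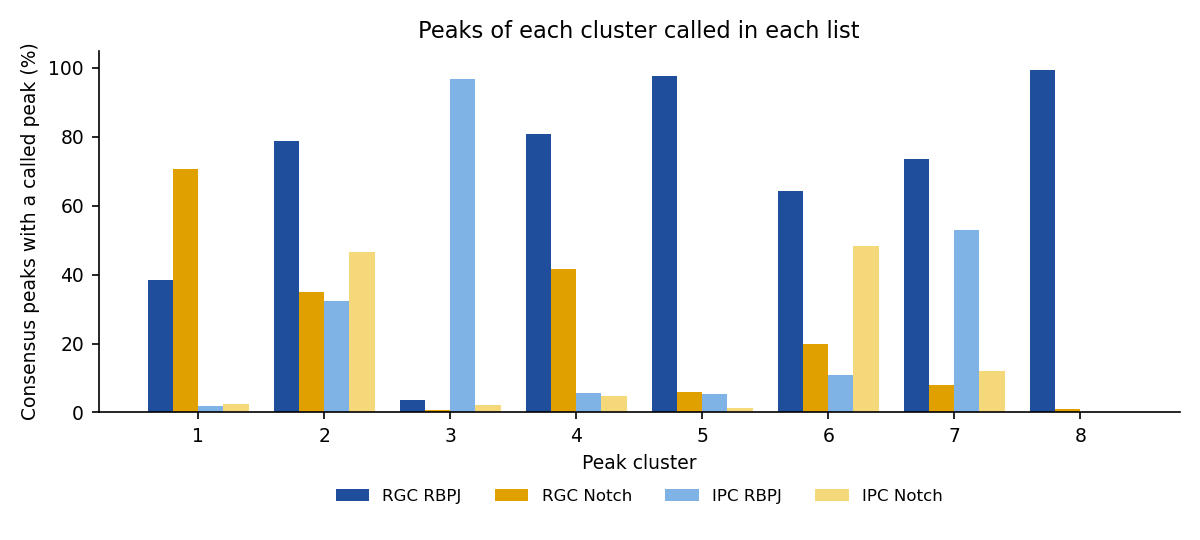
Percent of the consensus peaks of each cluster (horizontal axis) that contain a called peak of each list (bars, vertical axis). An IPC RBPJ peak was called in 96.7% of cluster 3, and an RGC RBPJ peak in 99.4% of cluster 8.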

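Clusters 2, 4, 6 and 7 together held 7560 peaks, 36.3% (35.7 to 37.0) of all. By peak calls, 1969 consensus peaks, 9.46% (9.07 to 9.87), had both proteins called in a cell type. Both were called in IPCs at 494. In cluster 4 an RGC RBPJ peak was called at 81.0% of the peaks, an RGC Notch peak at 41.7% and both at 23.5%. In cluster 2 both were called in RGCs at 28.5% of the peaks and in IPCs at 16.9%. In cluster 6, both were called in RGCs at 11.3% and in IPCs at 5.27%, and 24.4% of its peaks were called for Notch in IPCs only. Cluster 7 had an RGC RBPJ peak at 73.7% of its peaks and an IPC RBPJ peak at 52.9%, and a Notch peak at 7.86% in RGCs and 12.0% in IPCs.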

Consistent with the prevailing view of how *Notch* regulates target gene expression^46^, many binding sites were characterized by binding of both NOTCH and RBPJ in RGCs (cluster 4), or in both RGCs and IPCs (clusters 2, 6 and 7) (Fig. 3a–c). 

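Clusters 1, 3, 5 and 8 held 13251 peaks, 63.7% (63.0 to 64.3) of all. In cluster 1, 58.4% of the peaks were called for Notch in RGCs only and 27.4% for RBPJ in RGCs only. In cluster 5, 88.5% were called for RBPJ in RGCs only, and in cluster 8, 98.8%. In cluster 3, 93.8% were called for RBPJ in IPCs only. Both proteins of a cell type were called at 3.68% (3.38 to 4.02) of the peaks of these clusters, against 19.6% (18.7 to 20.5) in clusters 2, 4, 6 and 7.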

The majority of peaks, however, showed preferential binding of either NOTCH or RBPJ, but not both: NOTCH alone in RGCs (cluster 1), RBPJ alone in RGCs (clusters 5 and 8), or RBPJ alone in IPCs (cluster 3) (Fig. 3a–c). To confirm that these results were not due to expression of NICD, rather than full length NOTCH, we performed TaDa with full length NOTCH (NOTCH-FL) and compared these results with NICD. We found the binding patterns of NOTCH-FL and NICD in RGCs and IPCs to be remarkably consistent across the 8 clusters (Supplementary Fig. 7).

**Fig. 3:**
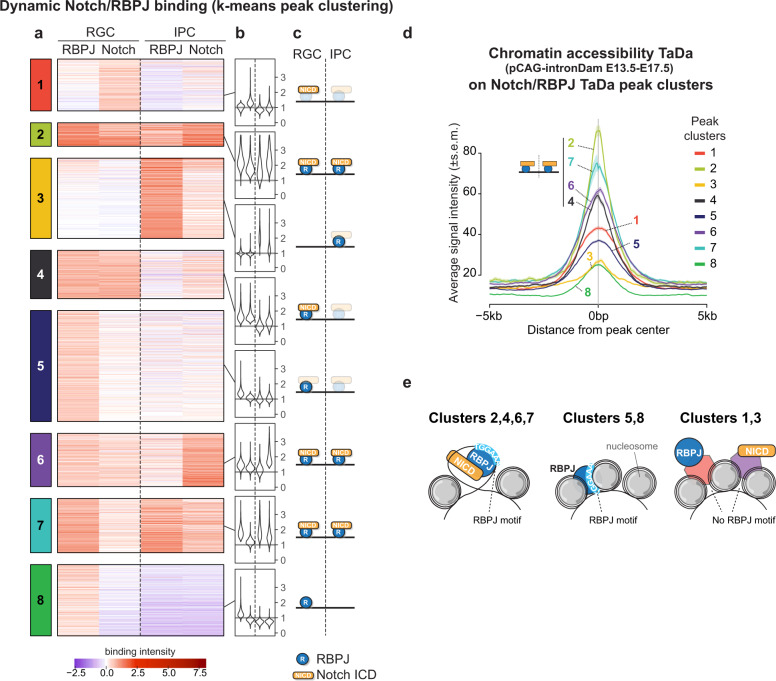
Dynamic NOTCH/RBPJ binding during neurogenesis. **a**–**c** k-means clustering of all regions bound by NOTCH or RBPJ in RGCs or IPCs results in 8 clusters corresponding to distinct binding patterns of RBPJ (blue) and NICD (yellow). Colour scale indicates TaDa binding intensity. **d** pCAG-iDam average signal (±s.e.m., shaded area) on NOTCH /RBPJ peak clusters. **e** Peak clusters indicate chromatin accessibility and binding mode.

To assess whether chromatin state might influence NOTCH/RBPJ binding, we assayed chromatin accessibility using an untethered Dam methylase (CaTaDa^15,30^; Fig. 3d) and compared our results with previously published ATAC-seq results^32^. Clusters where NOTCH and RBPJ co-localized (clusters 2, 4, 6, 7), were more accessible than those where only one of the two factors were bound (clusters 1, 3, 5, 8) (Fig. 3d; Supplementary Fig. 8a). Comparative motif analysis with i-CisTarget^47^ revealed overall high similarity between most peak clusters (Supplementary Fig. 8b) and a strong overlap with embryonic brain-specific regulatory regions (ENCODE^31^) (Supplementary Fig. 8c). In contrast, the binding sites with the lowest average accessibility (clusters 3 and 8) (Fig. 3d; Supplementary Fig. 8a) were associated with a different set of motifs and genomic features than the other clusters (Supplementary Fig. 8b,c). These peaks are characterized by RBPJ binding without Notch (Fig. 3a–c) and are reminiscent of previously identified constitutive RBPJ binding sites^20,48^. This may point to a role for RBPJ in maintaining transcriptional repression or, conversely, as part of a pioneering complex to unmask enhancers during differentiation. Interestingly, RBPJ binding motifs could not be detected under the IPC^RBPJ^-specific peaks (cluster 3) (Supplementary Fig. 8d) suggesting that other factors, possibly homeobox transcription factors (Fig. 2e; Supplementary Fig. 8d), may recruit RBPJ to regulate target gene expression upon differentiation. Together, these data suggest^2,45,49^ that, in parallel to NOTCH/RBPJ-binding, differences in chromatin accessibility and co-factor occupancy may influence NOTCH/RBPJ-target gene expression (Fig. 3e).

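Cluster 3 peaks held 1.15 TTCCCA words per kb and random controls 0.927, a ratio of 1.24 (1.19 to 1.29; 1-sided permutation test, p = 0.001, the smallest possible). Over controls matched on GC content the ratio was 1.10 (1.06 to 1.14). The ratio of TAATTA in cluster 3 was 0.826 (0.771 to 0.891) over random controls and turned to 1.20 (1.11 to 1.30) over matched ones. Cluster 3 peaks were poor in the GATC sites that Dam methylates, with 51.3% (49.6 to 53.0) holding none, against 6.91% of their random controls. In the other clusters at most 4.04% of peaks lacked a GATC site. Cluster 3 peaks without GATC had a TTCCCA ratio of 1.08 (1.03 to 1.14) over matched controls, and those with GATC had 1.16 (1.10 to 1.22).

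**Figure D4:**
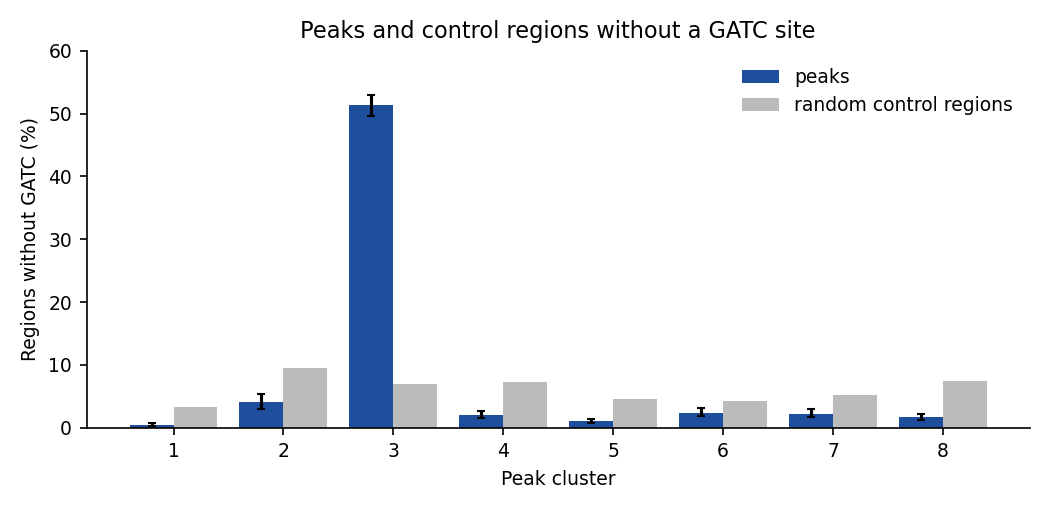
Percent of peaks (blue, with Wilson 95% intervals) and of random control regions of the same lengths (grey) that contain no GATC site (vertical axis), by peak cluster (horizontal axis). Cluster 3 stands at 51.3%, against 6.91% of its controls.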

### Notch/RBPJ are able to bind at NSC-genes when expressed ectopically in intermediate progenitors

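Of the peaks of clusters 2, 4, 6 and 7, the cluster file assigned 5522 to clusters 2, 6 and 7, a share of 73.0% (72.0 to 74.0). This share rests on binding intensities, and peak calls gave lower ones. Of the 1616 consensus peaks with both proteins called in RGCs, 8.73% (7.45 to 10.2) also had both called in IPCs, further from 73.0% than the other alternatives set in advance. A Notch peak in IPCs was called at 23.5% (21.5 to 25.6) of the 1616. Of the 5522 peaks, 57.3% (56.0 to 58.6) had a called peak of either protein in IPCs, and 7.93% of both.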

When NOTCH/RBPJ were bound together in RGCs, they could also be detected after ectopic expression in IPCs, where they mostly co-localized (5520/7560, 73%; clusters 2, 6, 7) (Fig. 3a–c). Genes near these peaks showed the strongest enrichment for GO terms related to neurogenesis and Notch signalling (Supplementary Fig. 9a, b). This could suggest that NOTCH/RBPJ may be able to bind at NOTCH-regulated NSC-genes during differentiation. To determine on a genome-wide basis how NOTCH/RBPJ binding dynamics correlate with transcriptional changes during neurogenesis, we intersected the eight NOTCH/RBPJ peak clusters with published RNA-seq data from sorted RGCs and IPCs at E13.5^34^ (Fig. 4a, b; Supplementary Fig. 10a–e), and with two independent single-cell RNA-seq datasets^35,50^ at E13.5 and E14.5 (Fig. 4c, d; Supplementary Fig. 10f–q). Peaks with constitutive NOTCH/RBPJ binding potential (cluster 6) were highly enriched near genes specifically expressed in RGCs (Fig. 4b, d; Supplementary Fig. 10c, k, q). The RGC-specific genes *Sox2*, *Pax6* and *Hes1* (see Fig. 1k–m) were all associated with peaks assigned to cluster 6 (Figs. 4e, f and 5c). In contrast, genes that were more highly expressed in IPCs (Supplementary Fig. 10d, k, q) or neurons (Supplementary Fig. 10e, k, q) were mostly near IPC^RBPJ^-specific binding sites (cluster 3).

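Sox2 (ENSMUSG00000074637), on chromosome 3 from 34650405 to 34652461, was the nearest gene of 23 consensus peaks, 8 of them in cluster 6. The cluster 6 peak on its start site, from 34647096 to 34651625, was called for RBPJ in RGCs only. Pax6 (ENSMUSG00000027168), on chromosome 2 from 105668900 to 105697364, had 8 peaks, 2 of them in cluster 6. The first, from 105663397 to 105678088, lay over a start site of Pax6. The second, from 105719569 to 105723021, lay in an intron of the neighbouring gene Elp4. For Hes1, 6 of the 12 peaks were in cluster 6, between 2.94 and 179 kb upstream of its start site, whereas the peak over the gene itself was in cluster 2.

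**Figure D5:**
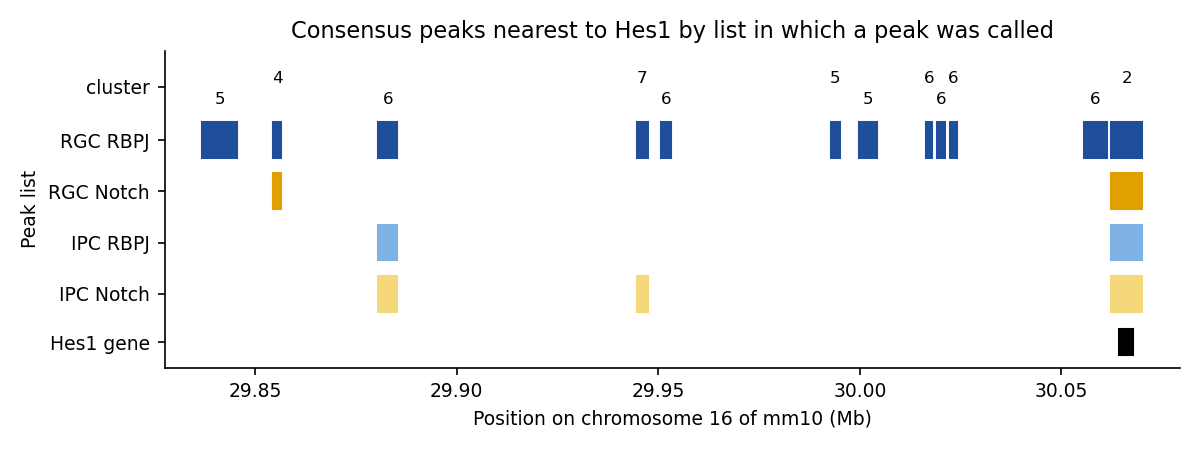
Consensus peaks nearest to Hes1 along chromosome 16 of mm10 (horizontal axis, Mb), drawn at their full extent in the row of each list in which a peak was called, with the cluster number above. All 12 peaks were called in the RGC RBPJ list.

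**Figure D6:**
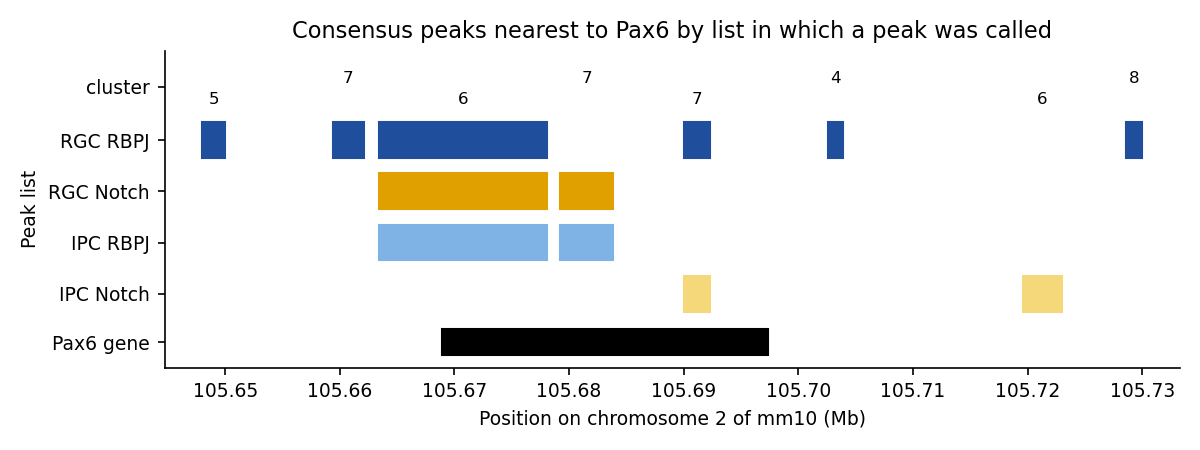
Consensus peaks nearest to Pax6 along chromosome 2 of mm10 (horizontal axis, Mb), drawn as for Hes1. The 2 cluster 6 peaks were called in different lists.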

**Fig. 4:**
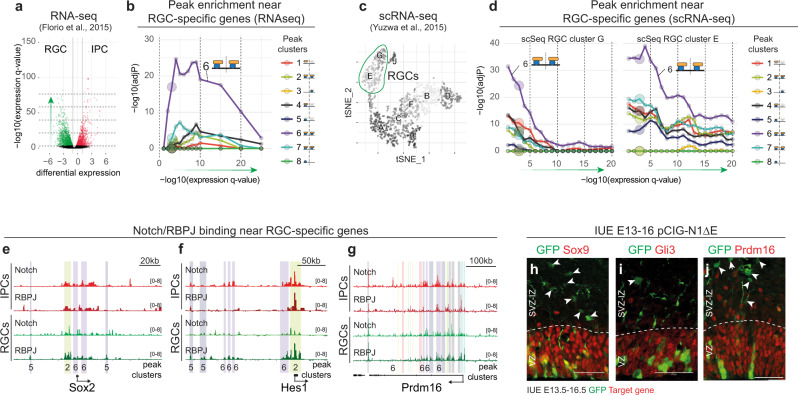
Ectopic NICD can bind to RGC-specific genes during differentiation. **a**–**d** Bulk RNA-seq^34^ **a** and single-cell RNA-seq^35^ **c** of RGCs and IPCs. Enrichment of NOTCH/RBPJ peak clusters **b**, **d** near genes differentially expressed in RGCs as compared to IPCs. **e**, **f**, **g** NOTCH and RBPJ binding profiles in RGCs and IPCs near RGC-specific genes. Peak loci and corresponding peak cluster (coloured shading corresponds to clusters in Fig. 3) shown. **h**–**j** IUE of pCIG-N1ΔECD stained for GFP (green) and the indicated RGC-specific NOTCH/RBPJ target gene (*Sox9*, *Gli3*, *Prdm16*; red; *n* = 1). Arrowheads indicate differentiating electroporated cells in the SVZ/IZ. Scale bars 50 µm.

**Fig. 5:**
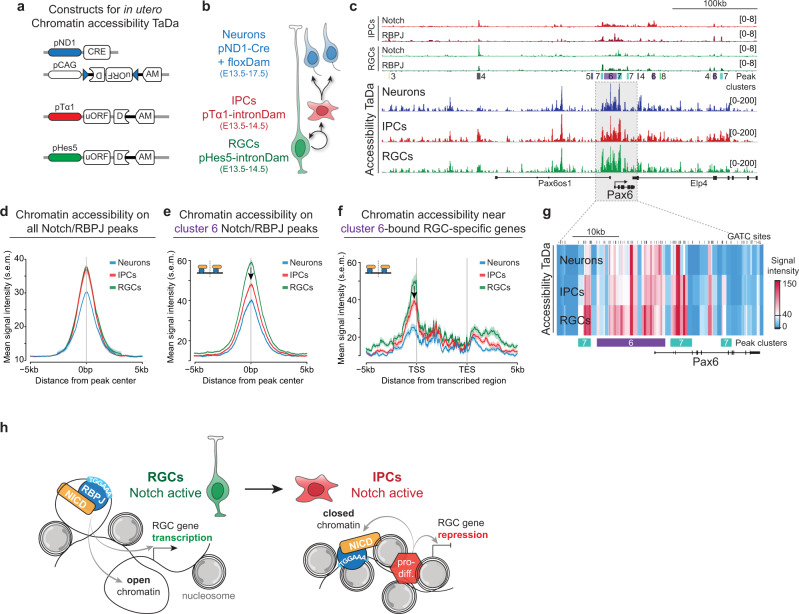
Chromatin accessibility correlates with NOTCH target gene expression. **a**, **b** Constructs for *in utero* chromatin accessibility TaDa and cell type specific expression pattern. **c** Chromatin accessibility profiles at the *Pax6* locus (bottom), and the corresponding NOTCH/RBPJ binding profiles (top). **d**–**f** Accessibility (average signal ± s.e.m., shaded area) at all NOTCH/RBPJ peak regions **d** on NOTCH/RBPJ cluster 6 peaks **e** and on cluster 6-bound RGC-specific genes **f** in the indicated cell types. **g** Heatmap of accessibility in the region highlighted in (**c**) colour scale indicates TaDa binding intensity. GATC sites and NOTCH/RBPJ peaks are indicated. **h** Model of NOTCH target gene repression during differentiation after ectopic expression of NICD-Dam.

The strong enrichment of cluster 6 peaks, NICD and RBPJ binding in RGCs and IPCs near genes that are downregulated upon differentiation, was surprising given that downregulation of NOTCH-target genes is thought to result from the loss of NICD binding^51^. 131 genes that were shown to be expressed specifically in RGCs^37^ (FDR < 10^−5^) were associated with cluster 6 peaks (Supplementary Data 4). 

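Supplementary Data 4 pairs peaks with genes, and its 219 peaks were all found in the deposited cluster file, all in cluster 6. They stand beside 130 gene names, of which 85 have 1 listed peak and the most is 7. The nearest start site gave the listed gene for 218 of the 219. The genes were selected for having a cluster 6 peak, so an excess of cluster 6 near them was not tested.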

The regions associated with cluster 6 peaks could also be bound in IPCs by full-length NOTCH, as assayed by TaDa (Supplementary Fig. 7b–e). It appears that NOTCH, when expressed ectopically in IPCs, is able to bind to RGC-specific genes that are not normally expressed in this cell type, such as *Hes1* and *Pax6* (Fig. 1k–m). 

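At the 219 cluster 6 peaks near RGC-specific genes, a peak was called in at least 1 IPC list at 132, or 60.3%. A Notch peak in IPCs was called at 113, or 51.6%, and both proteins in IPCs at 18, or 8.22%. In RGCs, a Notch peak was called at 46 of the 219, or 21.0%, and an RBPJ peak at 140, or 63.9%. Of the 219, 141 (64.4%) were called in 1 list only. Of the 6 cluster 6 peaks of Hes1, the peak from 29880506 to 29885223 was the only one called in IPCs, in both lists, and the other 5 were called for RBPJ in RGCs only. Of the cluster 6 peaks of Pax6, that over the start site was called in both RGC lists and for RBPJ in IPCs, and that in Elp4 for Notch in IPCs only. From the binding at cluster 6 peaks near genes that are downregulated upon differentiation, and from TaDa of full-length Notch in IPCs, the paper proposes that Notch expressed ectopically in IPCs can bind to RGC-specific genes.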

The RGC-specific genes encode many well-known transcriptional regulators of RGC fate and stem cell maintenance, such as *Prdm16*^52^, *Sox9*^53^ and *Gli3*^54^. Of these, almost half (48.7%) showed significantly increased expression upon ectopic NICD expression in the embryonic cortex, as documented previously by RNAseq^37^ (p < 0.05 and fold-change >1.5); Supplementary Data 4). This suggests that, at least within NSCs, the genes can be activated by ectopic NICD. 

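Prdm16 (ENSMUSG00000039410), on chromosome 4 from 154316125 to 154636873, was the nearest gene of 19 consensus peaks, with 4 in cluster 6. All 4 were called for Notch in IPCs, and that from 154546072 to 154560336 also for RBPJ in both cell types. Sox9 (ENSMUSG00000000567), on chromosome 11 from 112782224 to 112787760, had 23 peaks and 6 in cluster 6, all 6 called for Notch in IPCs. The nearest of these to its start site, from 112807391 to 112808020, lay 25.2 kb away and was called in no other list. Gli3 had 4 peaks in cluster 6. That on chromosome 13 from 15460566 to 15467920 lay over its start site and contained peaks of all 4 lists. Those of the IPC lists did not reach the start site. The Gli3 peak from 15553326 to 15557289 was called for RBPJ in RGCs only.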

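Supplementary Data 4 gives an RNA-seq value upon NICD expression for 122 of its 130 genes, and marks 60 as increased, 49.2% (40.5 to 57.9) of those with a value. Counted per listed peak instead of per gene, the share was 59.4%, the largest change among the alternatives. All 60 marked genes had a positive log2 fold change in that table, as did 56 unmarked genes. The table's log2 fold change, which is the paper's and not computed from the peak files, is 1.39 for Hes1, 1.27 for Pax6, 1.29 for Prdm16, 1.38 for Sox9 and 0.80 for Gli3.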

In our hands, expression of NICD-Dam in IPCs did not block the downregulation of RGC genes such as *Sox9*, *Gli3* and *Prdm16* (Fig. 4h–j), suggesting that other factors may help to repress RGC genes in IPCs, even in the presence of activated NOTCH, and thereby enable neuronal differentiation.

### NSC genes bound by NOTCH/RBPJ become inaccessible upon differentiation

To assess whether changes in chromatin accessibility during differentiation correlate with differential expression of NOTCH/RBPJ target genes, we assayed cell-type specific chromatin accessibility in vivo in RGCs, IPCs and postmitotic neurons by *in utero* TaDa with untethered Dam (Fig. 5a, b)^15,30,33^. This generated cell-type specific accessibility profiles comparable to whole-brain ATAC-seq^32^ (Supplementary Fig. 11a, b). Surprisingly, the profiles showed strong similarity between different cell types, particularly between RGCs and IPCs (Fig. 5c). Most NOTCH/RBPJ peak clusters also did not show dynamic changes in chromatin accessibility between RGCs and IPCs (Fig. 5d; Supplementary Fig. 11d, f, g). On cluster 4 peaks, for example, which have decreased binding of NOTCH/RBPJ upon differentiation, average Dam-accessibility was indistinguishable between RGCs and IPCs, and only decreased upon differentiation into postmitotic neurons (Supplementary Fig. 11f). This demonstrates that chromatin accessibility and cell-type specific binding dynamics of NOTCH/RBPJ appear to be regulated independently.

In contrast, near RGC-specific genes, the average accessibility on the Notch/RBPJ co-binding sites (cluster 6) decreased between RGCs and IPCs (Fig. 5e, f; Supplementary Fig. 11f–h), as did accessibility across the upstream regulatory regions of NOTCH/RBPJ-bound genes (Fig. 5f; Supplementary Fig. 11e). This suggests that chromatin accessibility may help to restrict Notch activity during neurogenesis, for example, at loci where NOTCH/RBPJ might still be bound.

## Discussion

Intercellular signalling is mediated by signalling pathways that are used iteratively throughout development and disease. How the same signal is interpreted differently depending on cellular context remains largely unanswered. This has been due, in part, to the need for sensitive tools for cell type specific genome-wide chromatin profiling in vivo. Targeted DamID enables genome-wide profiling of DNA- or chromatin-binding without cell isolation, fixation or affinity purification^13,15–18^. Using vectors that overcome background plasmid methylation that can interfere with transient transfection experiments, we were able to achieve genome-wide profiling in limiting cell numbers in vivo, without disruption of the native tissue environment. We profiled NOTCH and RBPJ binding in RGCs and IPCs in the developing mouse cerebral cortex after IUE. We found that NOTCH/RBPJ binding patterns in specific cell types correlate with chromatin accessibility although we also found many putative binding sites of NOTCH or RBPJ in relatively inaccessible chromatin regions. Enrichment of homeobox transcription factor binding motifs at NOTCH/RBPJ sites suggests a role for transcription factors like LHX2^44^ in establishing a permissive chromatin environment to enable a tissue specific response to Notch, in a manner similar to that shown for Runx transcription factors in *Drosophila*^49^ and T-cell leukemia^48^.

To assess the transcriptional activity of the putatively bound loci, we screened publicly available cell-type specific transcriptional data sets^34,35,50^ and found that ectopically expressed NOTCH and RBPJ could bind, perhaps only transiently, to RGC-specific genes in IPCs. Therefore, additional mechanisms may ensure that RGC-specific NOTCH target genes are inactivated to enable neurogenesis if NOTCH were to remain present during or after the transition of RGC to IPC. One such mechanism could be a reduction in chromatin accessibility at the regulatory regions of Notch target genes which, when paired with a decrease in NOTCH/RBPJ expression, could facilitate efficient repression of RGC-specific genes. Nevertheless, given that NOTCH/RBPJ can bind their target genes in IPCs, we hypothesize that the binding events occurring in RGCs could be maintained in IPCs, making chromatin accessibility changes essential for blocking the activation of RGC-specific NOTCH target genes.

Our data represent a population level view of NOTCH activity and it remains to be determined whether there is heterogeneity of NOTCH/RBPJ binding within cell types at the single cell level. With recent advances in single-cell technology, future experiments may be able to better characterize variability in NOTCH activity within cell populations in the developing cortex. The factors that determine the competence of cells to respond to Notch pathway activation have broad relevance, not only to the multitude of developmental processes in which Notch is involved, but also to pathologies such as cancers. Chromatin accessibility and the tumour cell of origin within the NSC lineage^55^, may influence the progression of specific brain tumour subtypes^11,12^.

## Methods

### Constructs

#### Intron-dam constructs

For intron1Dam, the sequence of intron 3 of mouse IghE^56^ was inserted between helix 3 and 4 of the DNA-binding domain of the Dam methylase^57^ in pPB-PGK-mcherry-Dam^17^. mCherry-intron1Dam-SV40polyA was cloned into pCAG-IRES-GFP (pCIG, gift from P. Vanderhaeghen) to give pCAG-mcherry-intron 1Dam. For intron2Dam a modified version of the Promega chimeric intron sequence^58–60^ was subcloned into pCAG-mcherry- intron1Dam, replacing intron 1 and modifying the exon junctions. intron2Dam was more efficient, as assessed by RT-PCR, and was used for most experiments.

#### FloxDam construct

Lox71 and Lox61 sites^61^ were inserted into the NheI site upstream of mCherry and the XmaI site inside intron2, respectively. The two Lox-sites and intervening sequence were then inverted to give pCAG-flox2Dam.

#### Promoter-fragments

A 764 bp fragment of the mouse Hes5-promoter and 5’UTR^38^, and a 1097 bp fragment of the mouse Tuba1a promoter, Tα1^4,39,40^, were amplified from genomic DNA and cloned into SpeI-HindIII cut pCAG-mcherry-intron2Dam. pHes5-d2eGFP was a gift from R. Kageyama. IRES-GFP was removed from pND1-IRES-GFP (gift from F. Polleux) and replaced with Cre to generate pNeurod1-Cre. pTα1-mcherry-NLS-DR was cloned by Gibson assembly from Addgene plasmid 84603^62^. pCAG-Venus was generated by removing the U6-shRNA cassette from pSCV2 (gift from F. Polleux).

#### Ectopic Notch expression

For the IUE experiments with constitutively active Notch the plasmid pCIG-NΔECD was used, which consists of pCAG-NΔECD-IRES-GFP and was a gift from G. Del Sal^63^. As a control, an empty pCAG-IRES-GFP plasmid was used (pCIG, gift from P. Vanderhaeghen).

#### Dam-fusion proteins

The mouse Notch1 intracellular domain with the transmembrane domain (NΔECD) or without the transmembrane domain (NICD) was amplified from pCIG-NΔECD (pCS-NΔECD, gift from G. Del Sal^63^). Mouse full-length NOTCH was from Addgene 41728^64^. hRBPJ1 was amplified from cDNA of human ESC-derived NSCs. mCherry(2), mammalian codon-optimized version of mCherry, was from Addgene 84603^62^. Plasmids for IUE were prepared from Dam-negative bacteria with Endofree Plasmid Maxi kit (Qiagen 12362). Molecular weight ladder is Hyperladder 1 kb (Bioline BIO-33026).

### *in utero* electroporation

All mouse husbandry and experiments were carried out in a Home Office-designated facility, according to the UK Home Office guidelines upon approval by the local ethics committee (project licence PPL70/8727). Experiments were done in wild-type MF1 mice. Timed natural matings were used, where noon of the day of plug-identification was E0.5. IUE was performed as previously described^65,66^ at E13.5 with 50 ms, 40 V unipolar pulses (BTX ECM830) using CUY650P5 electrodes (Sonidel). DamID plasmids were injected at 1 µg/µl together with pCAG-Venus at 0.25 µg/µl. All other plasmids were injected at 1 µg/µl. Embryos were harvested after 24 hours (E14.5) for TaDa with pHes5 and pTα1, after 72 hours (E16.5) for TaDa with pND1-Cre and after 96 hours (E17.5) for TaDa with pCAG-intronDam. For RGC^Notch^ data, we combined samples from pHes5-mCherry-NICD-intron2Dam, pHes5-mCherry(2)- intron2Dam and pHes5-mCherry-NdE-intron2Dam. IUE of pHes5-NΔECD-intron2Dam did not prevent differentiation, consistent with the very low levels of translation of the Dam-fusion protein^13,17,28^.

### Immunostaining and imaging

For immunostaining, embryos and tissue were processed as previously described^24^ and staining was performed on 100 µm thick vibratome sections in PBS with 0.3% Triton (PBST) and 3% BSA (Sigma A3608). Antisera were as follows: chicken anti-GFP 1/1000 (Abcam ab13970), rabbit anti-RFP 1/500 (Abcam ab62341), goat anti-Sox2 1/500 (R&D AF2018), rabbit anti-Sox9 (Millipore AB5535), rabbit anti-Prdm16 1/200 (gift from P. Seale^67^), rabbit anti-Pax6 1/500 (Covance PRB-278P), rabbit anti-Hes1 1/100 (Cell Signalling D6P2U), goat anti-Gli3 1/500 (R&D AF3690). DNA was stained with DAPI. Fluorescent images were acquired using a Leica SP8 confocal microscope and analysed using ImageJ.

### DamID-seq

For DamID after IUE, embryos were cooled on ice, and the electroporated cortex was identified with a fluorescent binocular microscope. Meninges were removed and the electroporated region microdissected. Tissue was then processed for DamID as described previously^15^. DamID fragments were prepared for Illumina sequencing according to a modified TruSeq protocol^15^. All sequencing was performed as single end 50 bp reads generated by the Gurdon Institute NGS Core using an Illumina HiSeq 1500.

### DamID-seq data processing

Quality check of *.fastq-files was performed with FastQC (v0.11.5), reads were trimmed with TrimGalore (v0.4.5) and if necessary deduplicated with the Clumpify tool of the BBmap suite (v38.12; dedupe subs=0). Data processing was automated and parallelized by using workflow scripts interacting with the slurm workload manager (v15.08.13). Preprocessed *.fastq-files were mapped to the mm10 (GRCm38.p6) genome assembly. Reads were binned into fragments delineated by 5’-GATC-3’ motifs (GATC-bins). Individual replicates for the Dam-fusion constructs (3× pHes5-iDam-RBPJ; 4× pHes5-Notch-iDam; 3× pTa1-iDam-RBPJ; 4× pTa1-Notch-iDam; 4× pHes5-NotchFL-iDam; 2× pTa1-NotchFL-iDam) were normalized against separate Dam-only replicates (7× pCAG-iDam; 5x pHes5-iDam; 4× pTa1-iDam, 3× pCAG-floxDam) with a modified version of the damidseq pipeline^14^ (RPM normalization, 300 bp bins) and all resulting binding profiles for one Dam-fusion construct were quantile normalized to each other^14^. The resulting logarithmic profiles in bedgraph format were averaged for all GATC-bins across the genome and subsequently backtransformed (“unlog”). In parallel, non-normalized Dam-only scores for all GATC-bins were provided separately by the modified damidseq_pipeline as a means to assay chromatin accessibility^30^. Files were converted to the bigwig file format with bedGraphToBigWig (v4) for visualization with the Integrative Genomics Viewer IGV (v2.4.19).

### Peak calling, peak-gene association and overlap with genomic features

Macs2 (v2.1.2)^68^ was used to call broad peaks for every dam-fusion/dam-only pair on the set of *.bam-files generated by the damidseq_pipeline, using Dam-only as control. Peaks were filtered stringently for FDR < 10^−5^ and were only considered if present in all pairwise comparisons for a particular experimental condition (i.e. all replicates from a Dam-fusion construct in one cell type). Relevant Ensembl gene and genomic feature annotations for mm10 were acquired via biomaRt (v2.38.0). Peaks were annotated to genes with bedtools (v2.26.0) by identifying the closest TSS of a protein coding gene along the linear genome. Upstream sequences were defined as regions covering 5 kb upstream of TSS of all annotated transcripts from protein coding genes. Intergenic regions are the areas outside protein coding genes (including 5 kb upstream sequence, 5’UTR, 3’UTRs, introns and exons). To avoid artificial inflation of associations, overlapping regions were collapsed in a feature-wise manner via the bedr R package (v1.0.7) and bedtools (v2.26.0). Given the inherent ambiguity of genomic features, particular genomic areas can be part of two features. Associating peaks with the defined genomic features was performed using gat (v1.3.2) with entire chromosomes specified as workspace and 1 mio computed samples. The relative overlap of peaks with genomic features normalized for the combined length of all included peaks (percent_overlap_size_track) was visualized. Peaks from ATAC-seq in E13.5 forebrain (ENCFF798QON.bam^31^) were called with Macs2 (v2.1.2) using the same broad peaks settings as above but without control. Raw data from RBPJ ChIP-seq in mouse cortex^37^ was not publicly available, but peaks were extracted from the Supplementary Information, coordinates converted to mm10 and genes called as described above.

### Peak clustering

Overlapping peaks derived from different Dam-fusion constructs were merged into consensus peaks via bedtools (v2.26.0). Averaged binding intensities were normalized for length of the consensus peak region, converted to z-scores and subjected to unsupervised clustering to identify stable binding patterns. The optimal cluster number was determined with the help of the R packages factoextra (v1.0.5), clValid (v0.6-6) and mclust (v5.4.5). k-means as the clustering approach was chosen and its parameters optimised by calculating silhouettes with the R cluster package (v2.0.7-1). Dimensionality reduction for visualizing the distribution of clustered peaks was conducted with the Rtsne package (Rtsne v0.15, perplexity = 100, theta = 0).

### Motif detection

Comparative motif analysis was performed with i-cisTarget^47^. Enriched features were detected by uploading coordinates for all peaks of individual Notch/RBPJ k-means clusters to the i-cisTarget online platform (Gene annotation: RefSeq r70, Database: v5.0) after conversion to mm9 with the liftOver function of rtracklayer (v1.42.2). Normalized enrichment scores across all features and all k-means clusters were converted to z-scores, subjected to hierarchical clustering by calculating a matrix of euclidean distances with the hclust (method = complete) and dist commands of the R stats package (v3.6.1) and visualized by using the ggdendro package (v0.1.20). The branch depth was reduced to 4 for simplicity with the cut function of the stats package and the R dendextend package (v1.10.0). De novo motif analysis on binding sites was performed with Homer^69^ (findMotifsGenome.pl) and motifs consisting of 5’-GATC-3’ were manually removed from the results. Known motif enrichment was analysed with AME of the MEME suite with the following scoring method: Average odds score; Fisher’s exact test, E-value ≤ 1808; Motif databases: Jaspar Core Vertebrates non-redundant, UniProbe Mouse, Jolma2013 Human and Mouse. Sequences corresponding to all peaks were first retrieved from the Biostrings genome object for the UCSC mm10 genome (BSgenome.Mmusculus.UCSC.mm10, v1.4.0) with the getSeq command of the Biostrings R package (v2.50.2).

### Comparative GO term analysis

Gene Ontology term enrichment of genes associated with peaks was done using the broadenrich command of chipenrich (v2.10.0) for all available mm10 genesets in chipenrich.data (v2.10.0) (locusdef = nearest_tss). Gene identifiers were converted with AnnotationDbi (v1.48.0) based on the org.Mm.eg.db (v3.10.0) database. Enrichment of GO terms annotated to biological processes (GO_BP) was visualized by plotting -log10-transformed p-values, if the calculated p-value was <0.01 in at least one of the compared conditions or clusters. GO terms belonging to manually curated lists of keywords associated with indicated signalling pathways or biological processes were highlighted in the same colors in bar- and violin/dot-plots.

### Genome wide correlation

Mapped reads (see DamID-seq data processing) were extended to 150 bp with bamCoverage from the deepTools suite (v3.1.3). The resulting *.bedgraph files were read into R, reads binned into 500 bp bins or into the regions covered by all NOTCH/RBPJ peaks and Pearson Correlation Coefficients were calculated with the cor command of the R stats package (v3.6.1). Coefficients for all pairwise comparisons were plotted as tiled heatmap.

### Bulk RNAseq data processing

Bulk RNAseq datasets for mouse cortex cell types^34^ were acquired from GEO (GSE65000) and trimmed with TrimGalore (v0.4.5). *.fastq.gz files were pseudoaligned with kallisto (v0.45.0;-b 100–single -l 200 -s 30) and statistical analysis was performed with sleuth (v0.30.0) by specifying full models for pairwise combinations of cell types. Reads were aggregated per gene rather than transcript while preparing the sleuth object with the sleuth_prep command (i.e., gene_mode=TRUE). Significance of differential expression was determined via q-values derived from wald tests (sleuth_wt) based on the full model. Raw data from bulk RNAseq upon NICD overexpression^37^ was not publicly available, but genes with a p-value for differential expression <0.05 were extracted from the Supplementary Information.

### Single cell RNAseq data processing

Single cell RNAseq datasets derived from mouse cortices at E13.5^35^ and E14.5^50^ were sourced from GEO as raw count matrices with the accession number (GSE107122 preselected for cortex-only cell types; GSE123335 combined matrix). GSE107122 (E13.5) was read into R as a Seurat Object via the corresponding R package Seurat (v2.3.4; min.cells = 3, min.genes = 200). Cells were filtered for maximal 4800 genes per cell and an upper threshold of 8% reads allocated to mitochondrial genes, the data log-normalized (scale.factor = 100000), scaled and centred dependent on nUMI and percent of reads aggregated on mitochondrial genes. Dimensionality reduction via PCA preceded clustering of cells using 5 dimensions as evaluated by JackStraw analysis. The Wilcoxon rank sum test was used to identify significantly differentially expressed genes for every cluster compared to all other clusters or for sets of clusters annotated to their respective cell types (IPCs, RGCs, neurons) via the FindAllMarkers command (logfc.threshold = 0, min.pct = 0, only.pos = FALSE, return.thresh = 1). GSE123335 (E14.5) was read into R as a dgCMatrix via the methods package (v3.6.1) and processed by creating a Seurat Object with Seurat (v3.0.2; min.cells = 3, min.genes = 200). To properly integrate all 6 replicates combined in the matrix, they were first separated via SplitObject, subsequently normalized via NormalizeData and further prepared for integration via Canonical Correlation Analysis with FindVariableFeatures and FindIntegrationAnchors^70,71^. To avoid detection of differentially expressed genes, nfeatures was set to 18361 corresponding to the number of genes detected across all 6 scRNAseq replicates. Dimensionality reduction was performed with the RunPCA and RunTSNE commands based on 90 dimensions. Differential expression analysis was performed cluster-wise as indicated for GSE107122 data with the FindMarkers command.

### Statistical modelling of peak-expression correlation

Associations between sets of peaks and significantly differentially expressed genes from bulk RNAseq or scRNAseq data were modelled as binomial distributed, since multiple peaks can be linked to the same gene. Based on the assumption that individual peaks have the highest likelihood to associate with the gene whose TSS is closest, associations of significantly and non-significantly differentially expressed genes with peaks as well as the total number of significantly and non-significantly differentially expressed genes were summed at a particular significance threshold (q-value, adjusted p-value). To test for enrichment of peak-to-gene associations, the binom.test command of the R stats package (v3.6.1) was used (alternative = less, conf.level = 0.95). This test was repeated across multiple gene expression significance thresholds and peak sets (cell-types, constructs, clusters). The resulting p-values were adjusted due to multiple testing with the Bonferroni correction as implemented in the p.adjust command of the R stats package (v3.6.1, method = bonferroni). Adjusted p-values and the number of peaks associated with expressed genes (peaksAtGenes) were visualized as a function of the significance threshold of differentially expressed genes (-log10 transformed).

The overlap between bulk RNAseq data derived from mouse cortices with NICD-overexpression^37^ and genes associated with RPBJ-peaks from either DamID-seq or RBPJ ChIP-seq (upon NICD overexpression)^37^ was modelled as hypergeometrically distributed. To assess the background overlap level between peaks and differentially expressed genes, the same number of randomly chosen genes as associated with the corresponding peaks were sampled from the mm10 genome (GRCm38.p6). Sampling was repeated 1000 times for both sets of peaks in the same manner and p-values were calculated with the phyper function of the R stats package (v3.6.1, lower.tail = FALSE).

### Data visualization

Genome browser views were generated using the Integrative Genomics Viewer IGV (v2.4.19)^72^ with the midline for TaDa ratio tracks set at 1 and for ATAC-seq set at 0. Peak or gene coordinates were saved in *.bed format and supplied as features to the getPlotSetArray command of Seqplots (v1.12.1)^73^. Quantile normalized, averaged and backtransformed TaDa profiles or quantile normalized chromatin accessibility profiles were provided in bigwig format. plotAverage and plotHeatmap were used to visualize and average the binding intensities across all supplied coordinates. Signal from the mitochondrial genome, the IghE-intron, the Hes5-, Tuba1a- and NeuroD1-promoters were removed for average plots of chromatin accessibility TaDa. Statistical analysis of chromatin accessibility in RGCs and IPCs was done with a Kruskal Wallis test and a post-hoc pairwise Wilcoxon rank sum test. Plasmid maps were generated using SnapGene. Figures were assembled in Adobe Illustrator.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of additional Supplementary File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. Raw and processed sequencing data of all datasets in this study have been deposited on NCBI GEO under the accession code GSE152207. ATAC-seq data from E13.5 mouse brain was obtained from the ENCODE portal (ENCFF450ZSN.bigWig for p-values, ENCFF798QON.bam for alignments)^31^. Single cell and bulk RNAseq datasets were obtained from GEO (GSE107122^35^, GSE123335^50^ and GSE65000^34^). Raw data from RBPJ ChIP-seq and RNA-seq upon NICD overexpression in mouse cortex^37^ are not available anymore, but peak information was obtained from their Supplementary Table 5 (https://academic.oup.com/stmcls/article/30/4/741/6415703) and differential gene expression from their Supplementary Table 1 (https://academic.oup.com/stmcls/article/30/4/741/6415703). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Reduced chromatin accessibility correlates with resistance to Notch activation
**Source:** Nat Commun. 2022 Apr 25;13:2210. doi: 10.1038/s41467-022-29834-z
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures

### Reduced chromatin accessibility correlates with resistance to Notch activation

Jelle van den Ameele, Robert Krautz, Seth W. Cheetham, Alex P.A. Donovan, Oriol Llorà-Batlle, Rebecca Yakob and Andrea H. Brand

### Supplementary figures

- Supplementary Fig. 1. *In vivo* Targeted DamID (TaDa) constructs.
- Supplementary Fig. 2. *In utero* Targeted DamID.
- Supplementary Fig. 3. Genome-wide Pearson correlation matrices.
- Supplementary Fig. 4. Cre-inducible construct (floxDam).
- Supplementary Fig. 5. Cell-type specific *in utero* TaDa of Notch and RBPJ.
- Supplementary Fig. 6. k-means clustering for Notch/RBPJ peak regions.
- Supplementary Fig. 7. TaDa in RGCs and IPCs with full-length Notch.
- Supplementary Fig. 8. Properties of Notch/RBPJ peak clusters.
- Supplementary Fig. 9. Gene ontology analysis of NOTCH/RBPJ-bound clusters.
- Supplementary Fig. 10. Genome-wide comparison of cell-type specific expression data and Notch/RBPJ binding patterns.
- Supplementary Fig. 11. Cell-type specific *in utero* chromatin accessibility TaDa.

### Supplementary Data files

- Supplementary Data 1. Loci bound by NOTCH/RBPJ in RGCs or IPCs and their associated genes. Related to Fig. 2.
- Supplementary Data 2. Overlap of genes bound by RBPJ ChIP-seq, RGC-specific RBPJ TaDa and RNAseq upon NICD overexpression. Related to Supplementary Fig. 5g.
- Supplementary Data 3. Peaks associated with each Notch/RBPJ peak cluster and the associated gene for each peak. Related to Fig. 3.
- Supplementary Data 4. RGC-specific genes determined by bulk RNA-seq that are bound by NOTCH/RBPJ in peak cluster 6. Related to Fig. 4b.

### Source Data file

- Source data Fig1j-SupplFig2d.xlsx

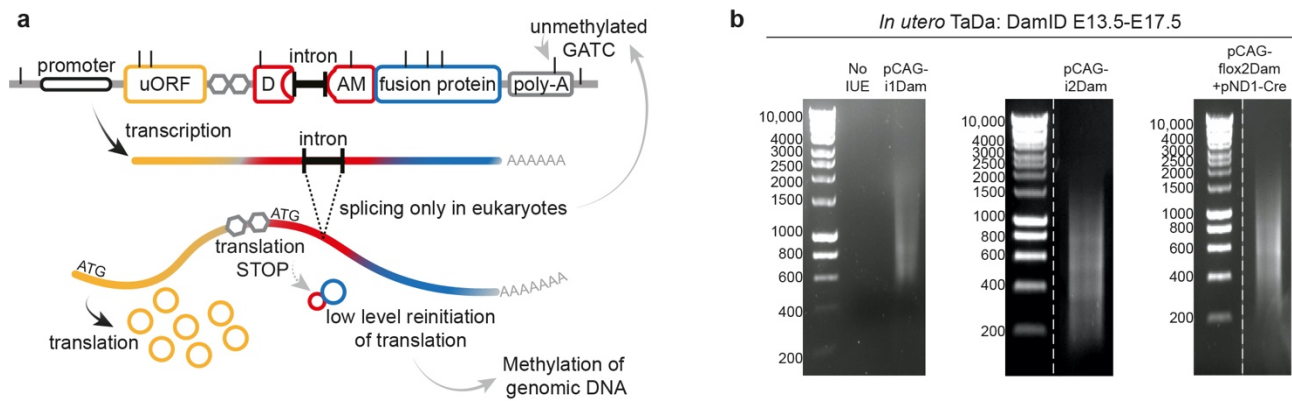

**Supplementary Fig. 1. *In vivo* Targeted DamID (TaDa) constructs.** **a.** Schematic of TaDa construct, where an upstream open reading frame (uORF) followed by two stop codons and a frame shift (5'-TAATAAC-3') reduces translation of the downstream open reading frame encoding a Dam fusion protein<sup>13</sup>. Introduction of an intron in the Dam coding sequence prevents expression in bacteria. **b.** TaDa of E17.5 cortex electroporated at E13.5 with the indicated constructs: pCAG-Venus only (lane 1, n=2) or together with pCAG-i1Dam (lane 2, n=3), pCAG-i2Dam (lane 3, n=4) and pCAG-flox2Dam with pNeuroD1-Cre (lane 4, n=3). Ladder is Hyperladder 1 (Bioline).

**a***In utero* TaDa (pCAG-intronDam E13.5-E17.5) replicates (quantile normalized)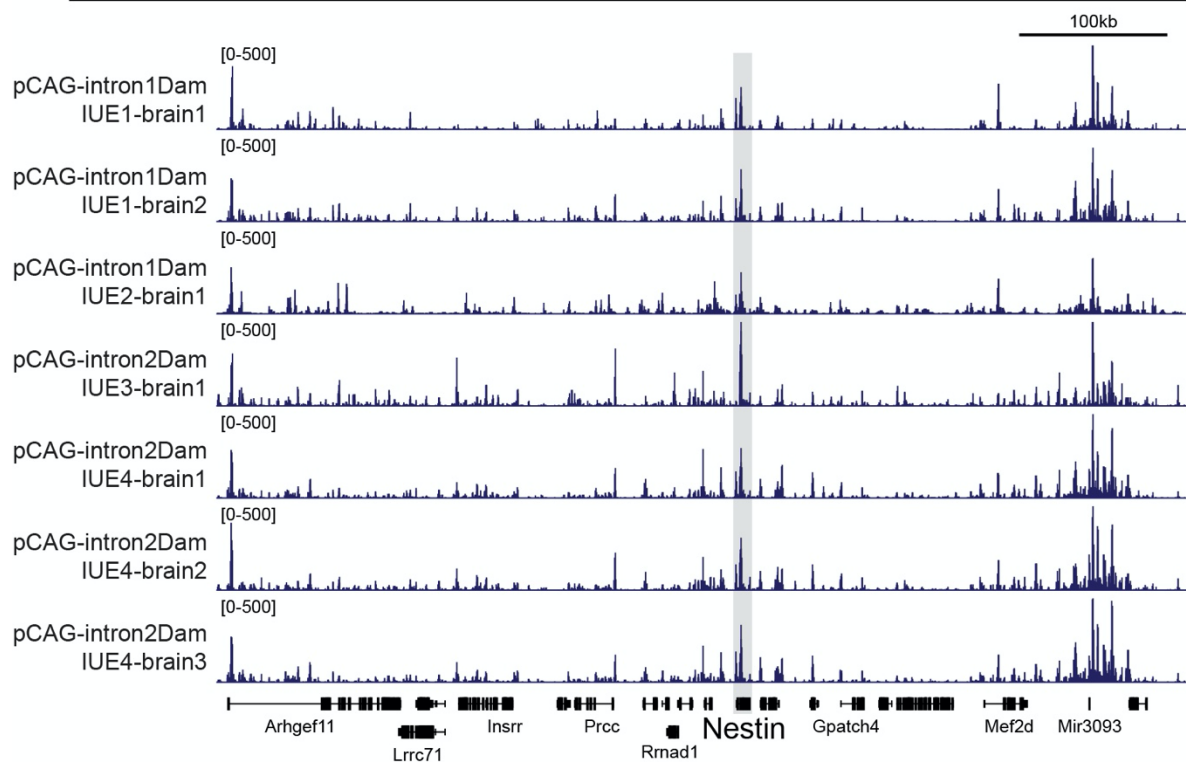*in utero* TaDa does not affect neurogenesis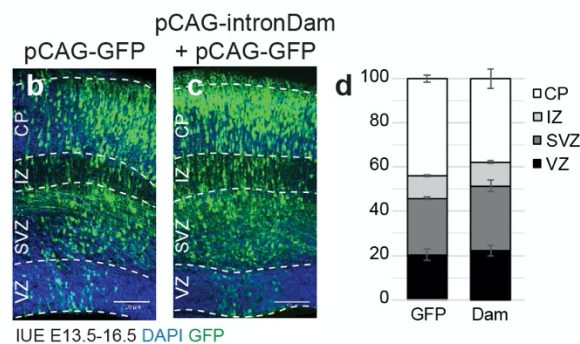**e**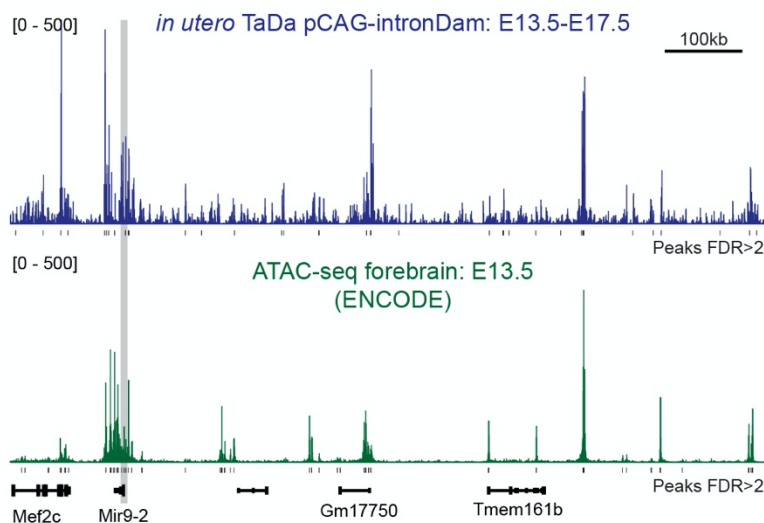**f**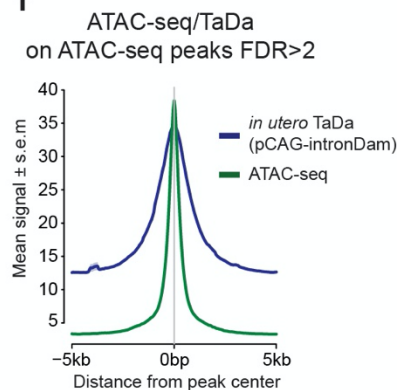

**Supplementary Fig. 2. *In utero* Targeted DamID.** a. Chromatin accessibility profiles in the genomic region surrounding the *Nestin* locus (grey shading) of individual pCAG-mCherry-i1/2Dam

replicates from 7 embryos across 4 litters harvested 96 hours (E17.5) after IUE at E13.5. **b-d.** *In utero* electroporation of pCAG-Venus either alone (**b**) or with pCAG-mCherry-i2Dam (**c**) at E13.5. Coronal sections stained for DAPI (nuclei, blue) and GFP (green) 3 days after IUE (E16.5). Dashed lines mark the VZ, SVZ, IZ and CP. Scale bars are 100 $\mu$ m. Histograms showing the percentage of GFP<sup>+</sup> cells in each indicated region (**d**). Data are presented as mean  $\pm$  s.e.m. (n = 3 for pCAG-Venus and 2 for pCAG-i2Dam embryos). Source data are provided as a Source Data file. **e,f.** Forebrain ATAC-seq profiles at E13.5 from ENCODE and *in utero* TaDa with pCAG-mCherry-i2Dam at the *mir9-2* locus (grey shading) (**e**) and mean signal  $\pm$  s.e.m. (shaded area) plotted over all ATAC-seq peaks at FDR<10<sup>-2</sup> (**f**).

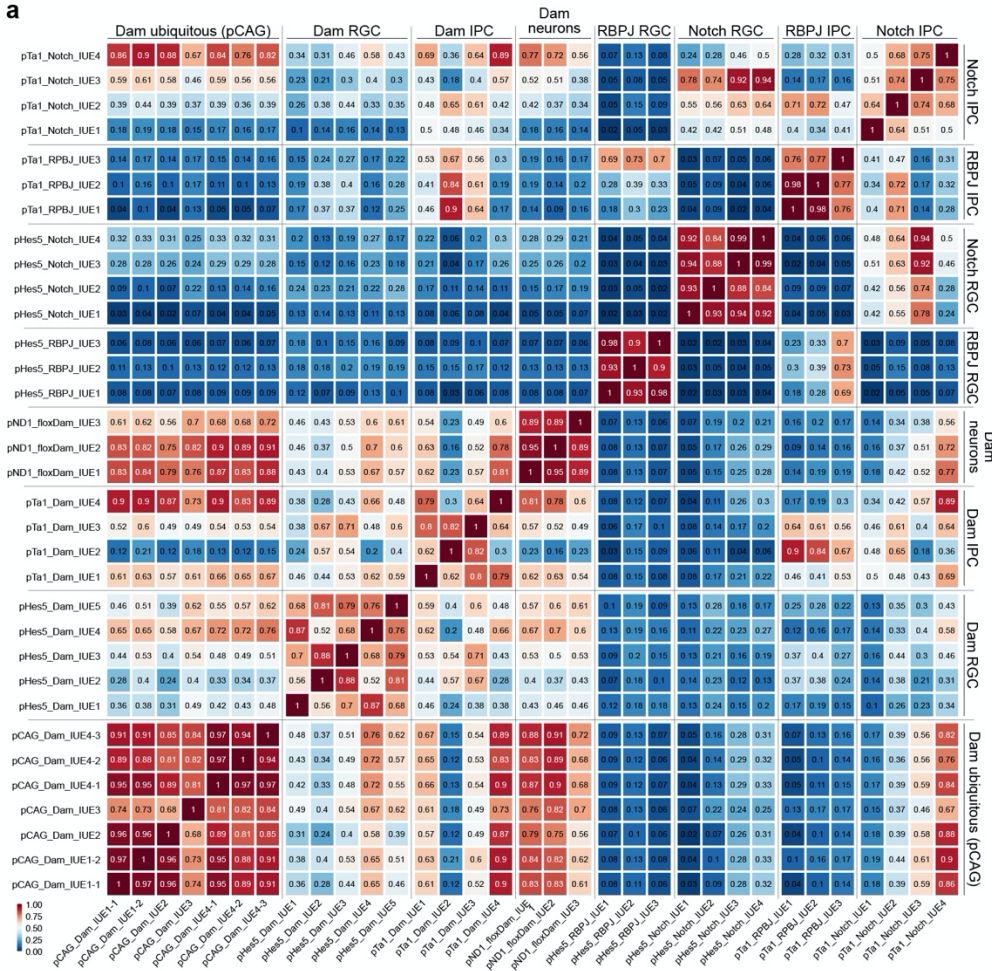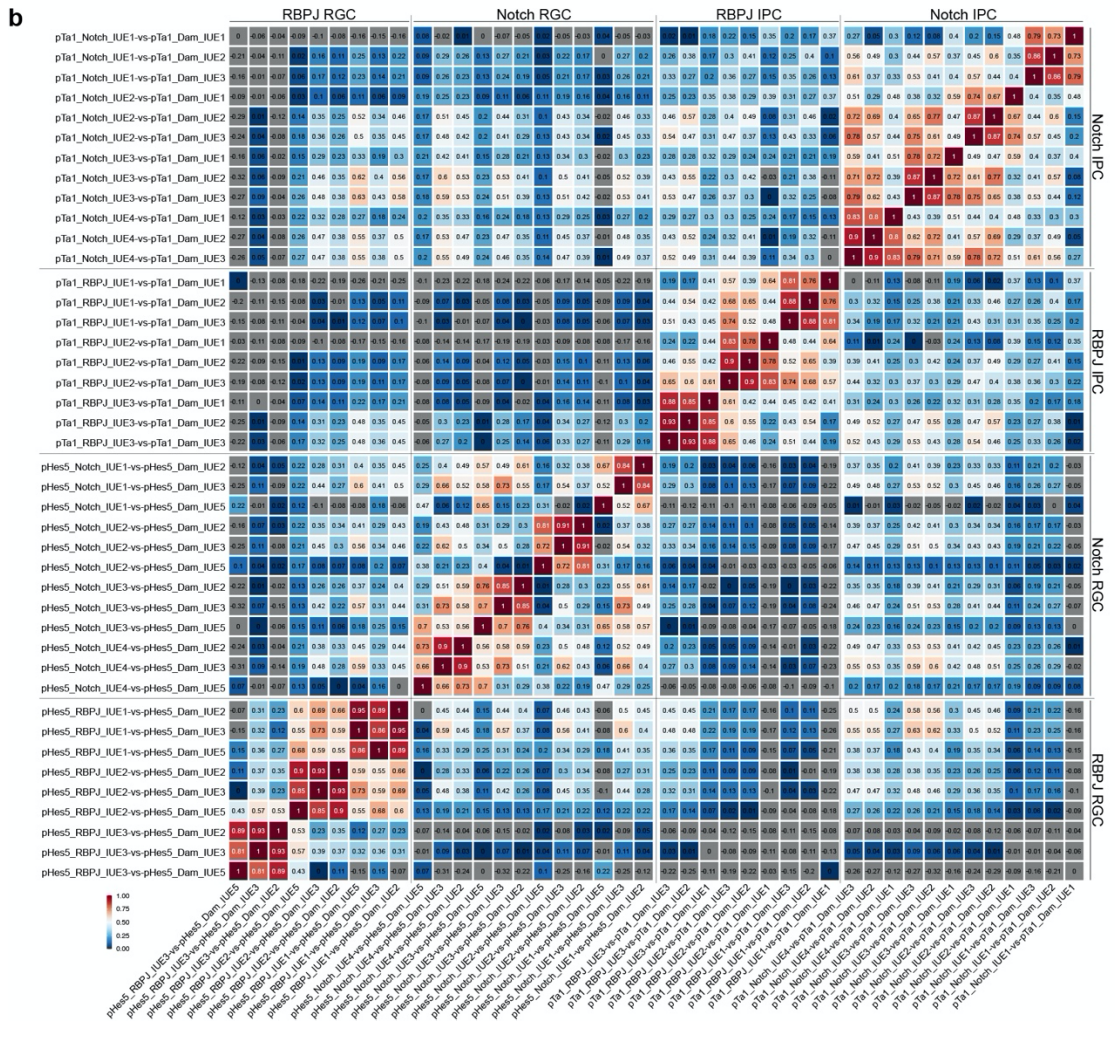

**Supplementary Fig. 3. Genome-wide Pearson correlation matrices.** Pearson correlation coefficients of linear correlations between all replicates across the four experimental conditions (see Fig. 2a) and the Dam-only conditions (see Fig. 5a) based on 500bp bins across the genome (**a**); and between the normalised datasets (see Fig. 2a) based on the peak coordinates identified across the four experimental conditions (**b**).

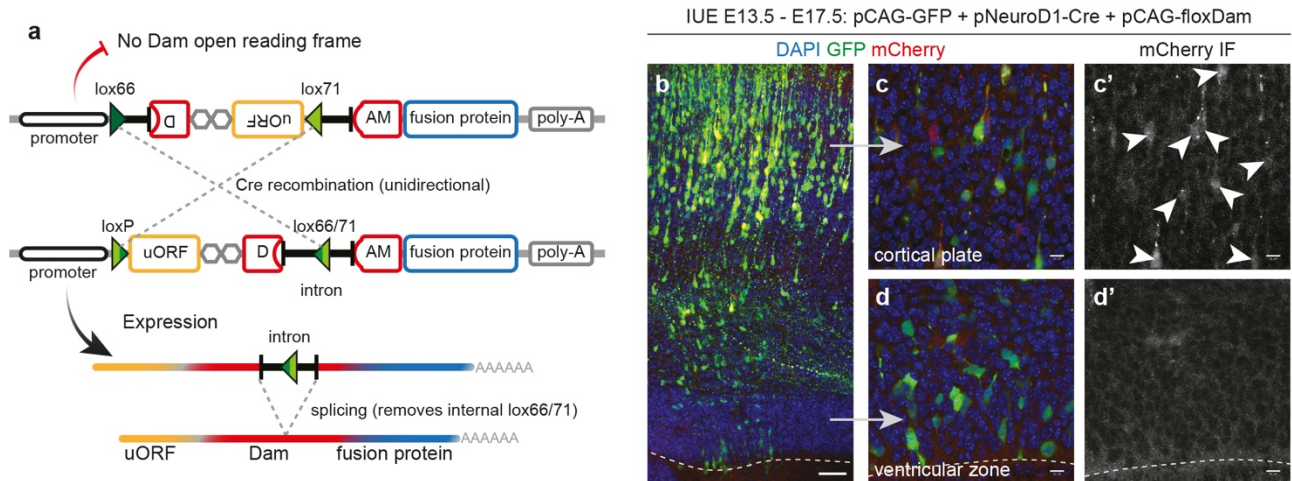

**Supplementary Fig. 4. Cre-inducible construct (floxDam).** **a.** Unidirectional Cre-induced recombination reconstitutes the Dam coding sequence and the internal Lox66/71-site is removed from the transcript by splicing. **b-d.** *In utero* electroporation of pNeuroD1-Cre with pCAG-floxDam and pCAG-Venus at E13.5; coronal sections at E17.5 stained for DAPI (nuclei, blue), GFP (green) and mCherry (uORF, red). Dashed lines mark the apical side of the VZ. Arrowheads indicate mCherry-expressing cells. Scale bars are 50 $\mu$ m (**b**) and 10 $\mu$ m (**c,d**).

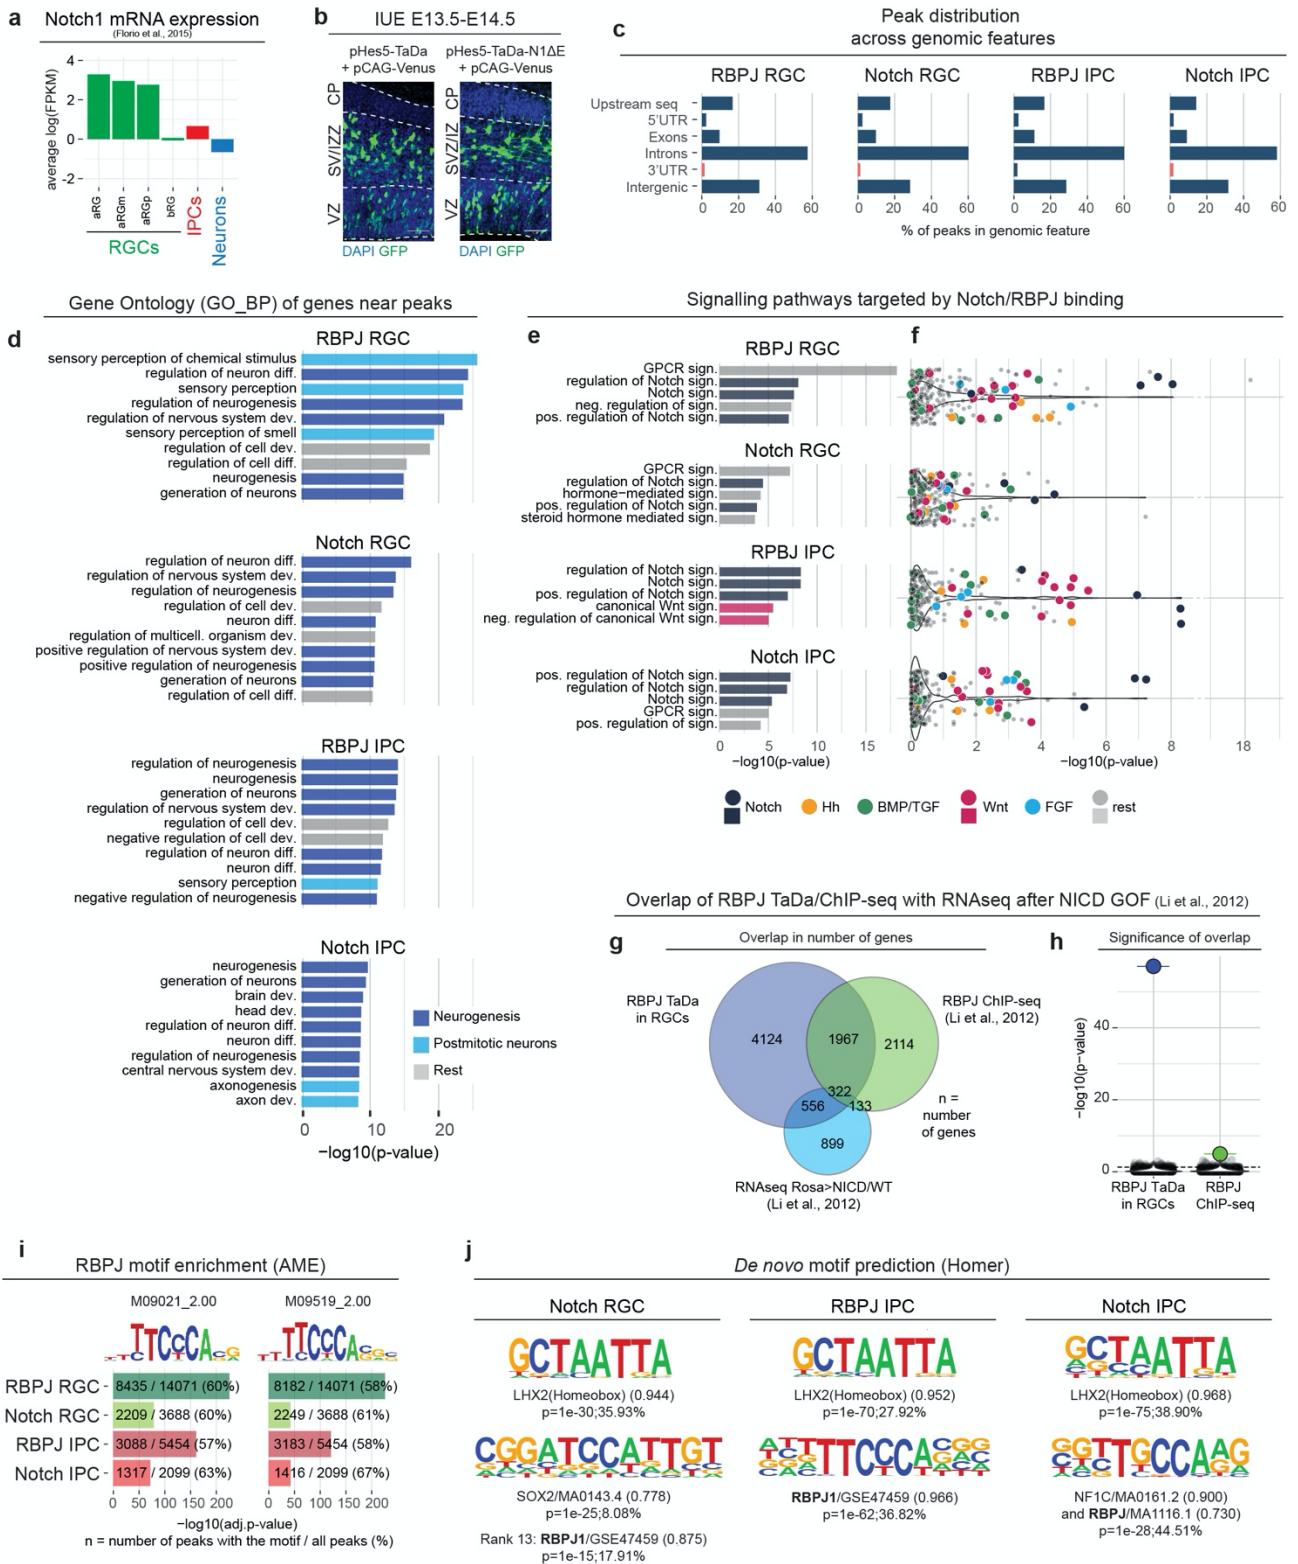

**Supplementary Fig. 5. Cell-type specific *in utero* TaDa of Notch and RBPJ.** **a.** Notch1 mRNA expression (average log(FPKM) values) in RGCs, IPCs and neurons from bulk RNA-seq<sup>34</sup>. **b.** IUE at E13.5 of pCAG-Venus with Dam or N1ΔE-Dam under control of pHes5, stained at E14.5 for DAPI (nuclei, blue) and GFP (Venus, green). Dashed lines mark the VZ, SVZ/IZ and CP. Scale bars are 50μm. **c.** Relative peak distribution in relation to genomic features. **d-f.** Gene ontology analysis of genes associated with peaks, showing all terms from GO\_BP (Biological Processes) (**d**), or terms containing “signalling” (**e,f**). Specific categories or signalling pathways are highlighted in the indicated colours. P-values derive from the enrichment model as implemented in the broadenrich command of the chipenrich package. **g,h.** Overlap of genes differentially expressed in the cortex upon NICD overexpression (RNA-seq<sup>37</sup>, light blue) and bound by RBPJ (*in utero* TaDa

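For Supplementary Fig. 5c, the midpoint of each peak was placed in exons, introns, the 5 kb upstream of a start site or intergenic sequence of protein-coding genes, where a place can belong to more than 1 feature. Introns held 49.2% (48.4 to 50.1) of RGC RBPJ peaks, 52.5% of RGC Notch, 52.4% of IPC RBPJ and 49.2% of IPC Notch peaks. Upstream sequence held 16.7%, 18.5%, 17.0% and 15.8% in the same order, and exons 7.77%, 8.70%, 8.82% and 6.72%. Intergenic sequence held 39.8%, 35.4%, 36.4% and 40.5%. Relative to 1000 circular shifts, upstream sequence was 1.97-fold over-represented among RGC RBPJ peaks (1-sided permutation test, p = 0.001, the smallest possible; adjusted p = 0.0014) and intergenic sequence was 0.715 of the shifted share. Shifts of 20 to 200 kb moved these values most among the lists, to 1.78-fold for exons in RGC Notch peaks, from 2.24-fold.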

in RGCs, green, or RBPJ ChIP-seq <sup>37</sup>, dark blue (**g**). Significance values of the observed overlaps compared to expected overlap for these gene numbers and sizes; p-values calculated via hypergeometric test (**h**). **i**. RBPJ motif enrichment; p-values calculated via Fisher's exact test implemented in AME of the MEME suite. **j**. *De novo* motif prediction; p-values calculated via Homer based on a binomial distribution.

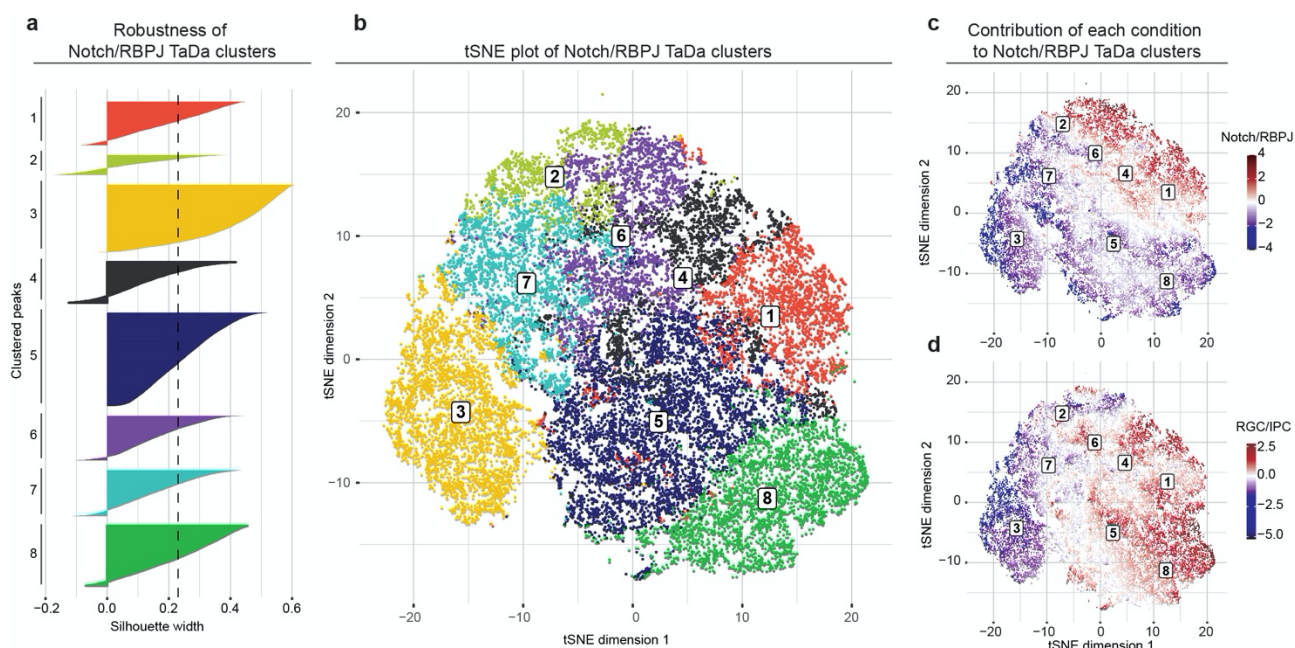

**Supplementary Fig. 6. k-means clustering for Notch/RBPJ peak regions.** **a.** Silhouette plot for the clustering. Silhouettes are sorted according to distance of a peak to the centre of the neighbouring cluster which determines order in Fig. 3a. **b.** tSNE plot representing distribution of peaks by dimensionality reduction of aggregated binding intensities of peaks. Colours indicate cluster affiliation. **c,d.** Ratios of summed binding intensities for assayed proteins (Notch/RBPJ) (**c**) and cell types (RGC/IPC) (**d**) overlaid on tSNE evaluates dimension reduction according to these two factors.

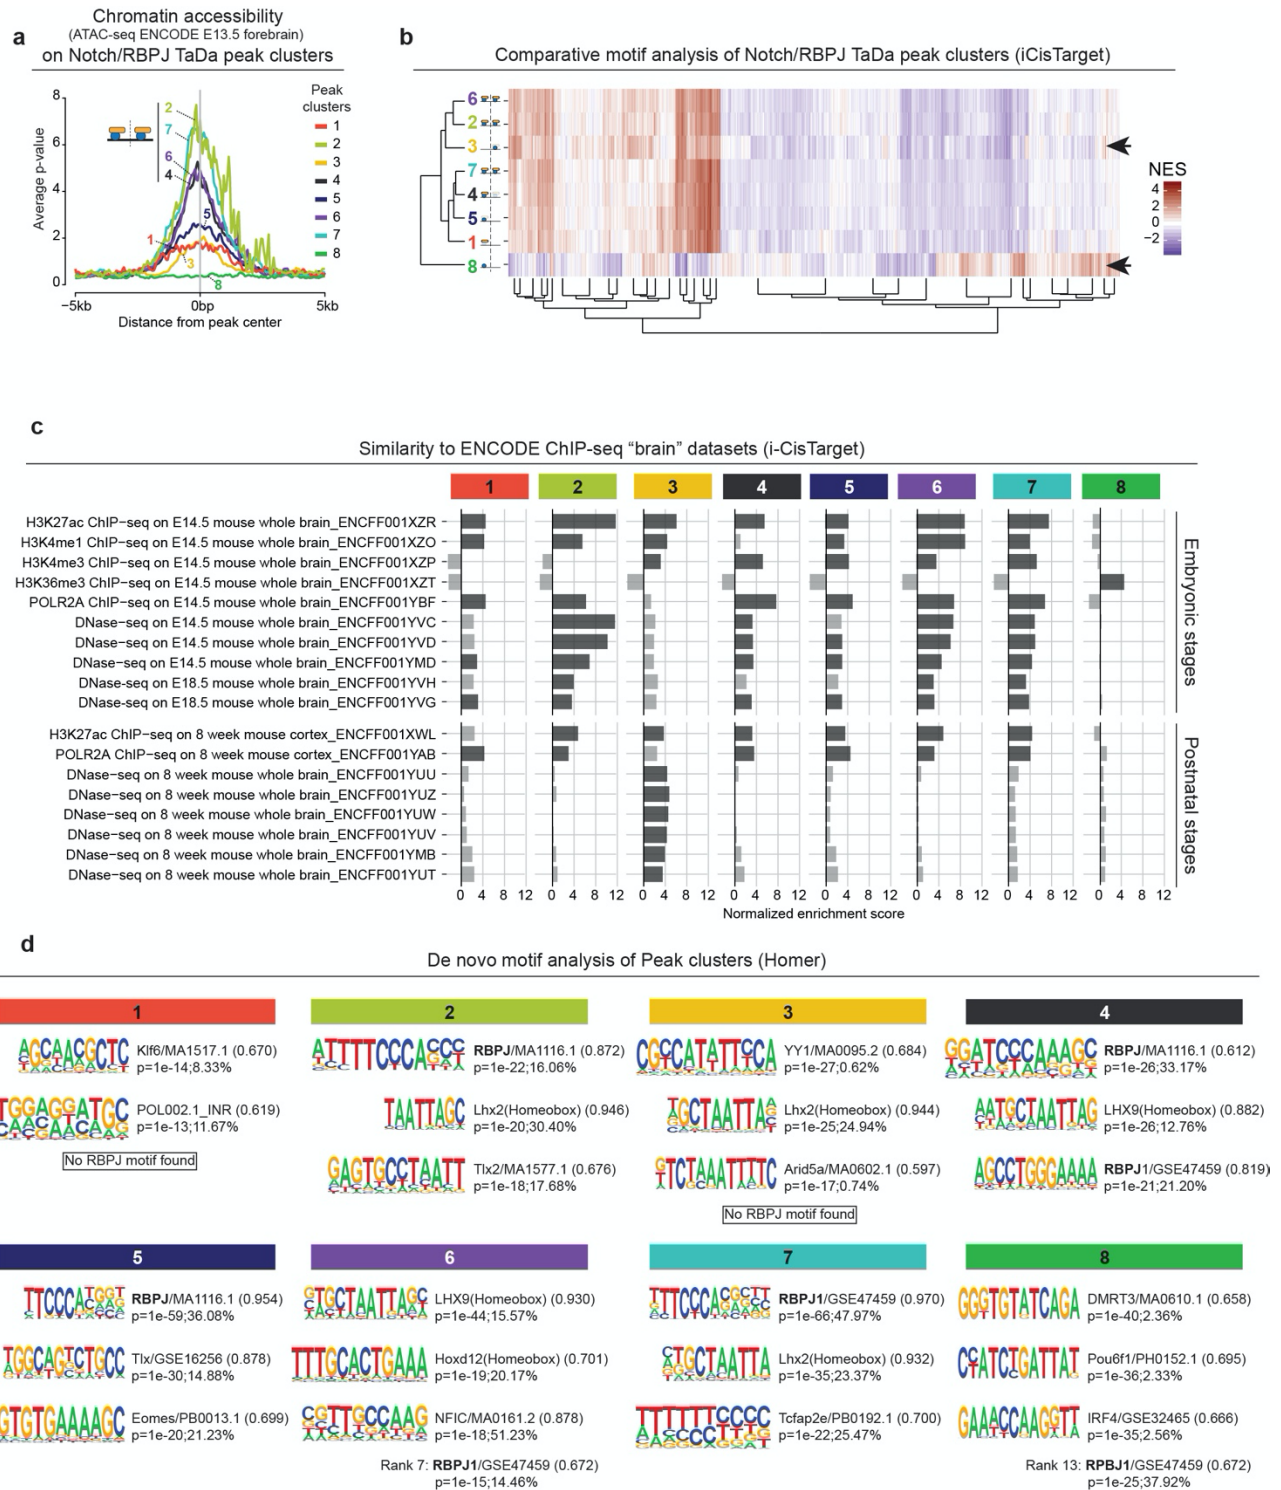

**Supplementary Fig. 8. Properties of Notch/RBPJ peak clusters.** **a.** Average p-value from E13.5 ATAC-seq (values from ENCODE <sup>31</sup>) plotted on NOTCH/RBPJ peak clusters. **b.** Normalized enrichment scores (NES) and hierarchical clustering of motifs detected by i-CisTarget <sup>47</sup> under peaks of each NOTCH/RBPJ peak cluster. **c.** Similarity in genome-wide distribution between peaks of each cluster and the indicated datasets from ENCODE <sup>31</sup>, as determined by i-CisTarget <sup>47</sup>. Dark grey indicates significant similarity. **d.** *De novo* motif analysis of sequences under the peaks of each cluster. P-values calculated via Homer based on a binomial distribution. Top 3 position weight matrices are shown, with the name of the best matching motif and its similarity score, p-value of the motif and percentage of peaks where the motif is detected.

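For the clusters other than cluster 3 in Supplementary Fig. 8d, the ratio of TTCCCA density over random controls was 1.44 (1.39 to 1.50) in cluster 7, 1.42 (1.33 to 1.51) in cluster 2 and 1.30 (1.27 to 1.34) in cluster 5. It was 1.28 in cluster 4, 1.18 in cluster 8, 1.17 in cluster 6 and 1.07 in cluster 1. Cluster 1 was the only cluster whose ratio fell below 1 under other controls. The ratio was 0.983 (0.944 to 1.02) for controls 10 kb away and 0.959 for controls matched on GC content.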

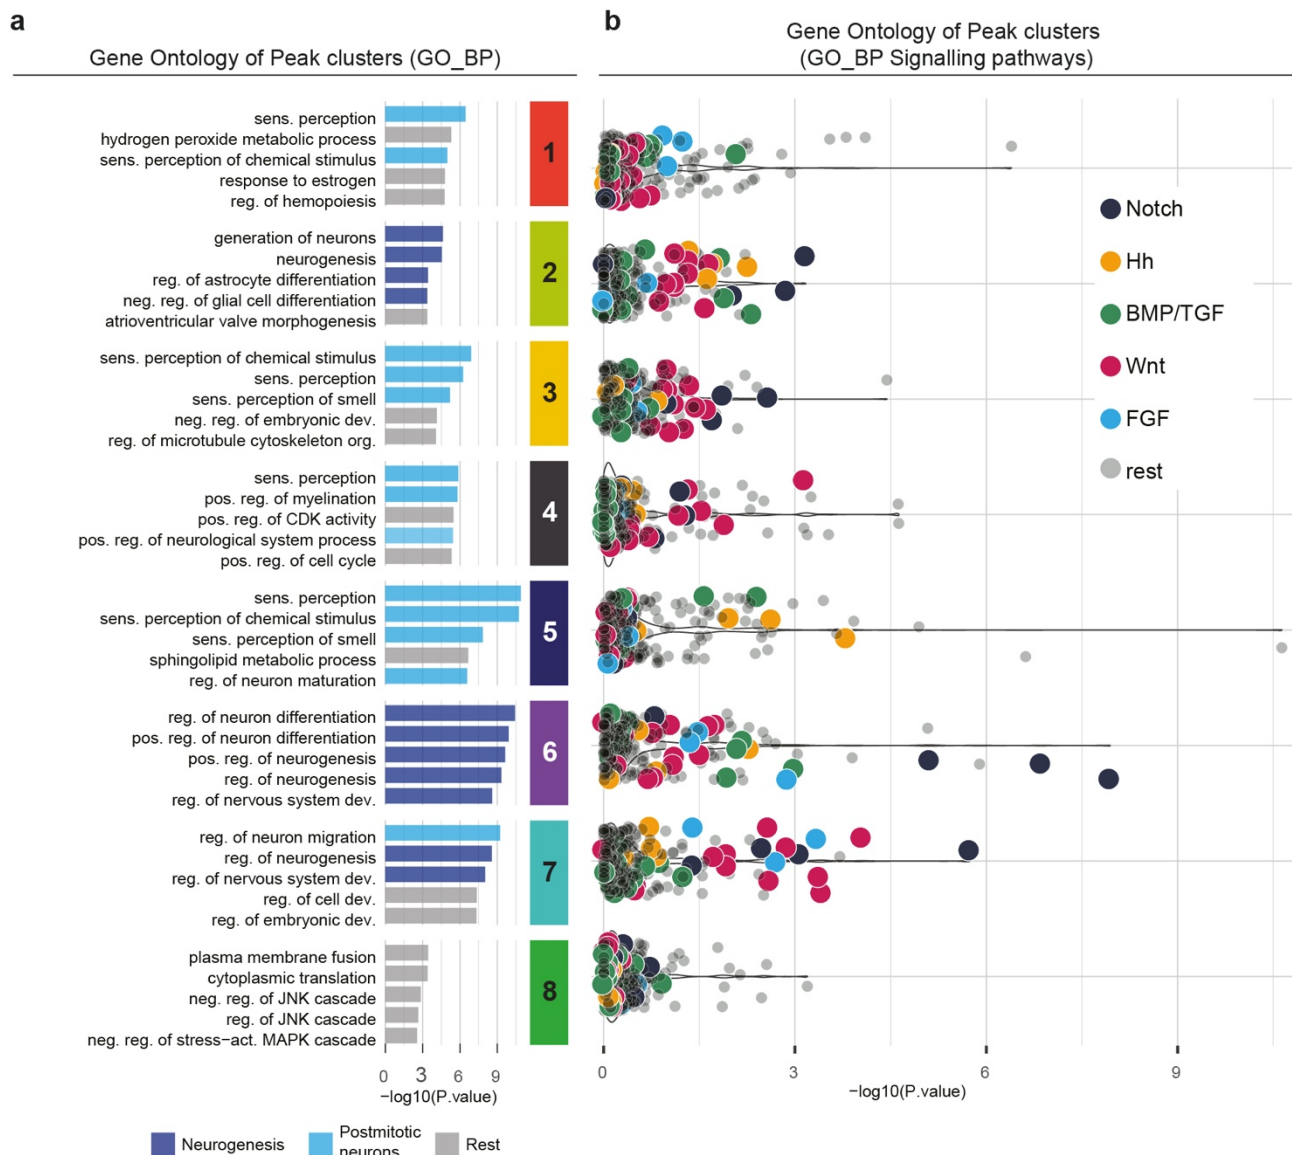

**Supplementary Fig. 9. Gene ontology analysis of NOTCH/RBPJ-bound clusters. a,b.** Gene ontology analysis of genes associated with peaks in each Notch/RBPJ peak cluster, showing all terms from GO\_BP (Biological Processes) (a), or terms containing “signalling” (b). Specific categories or signalling pathways are highlighted in the indicated colours. P-values derive from the enrichment model as implemented in the broadenrich command of the chipenrich package.

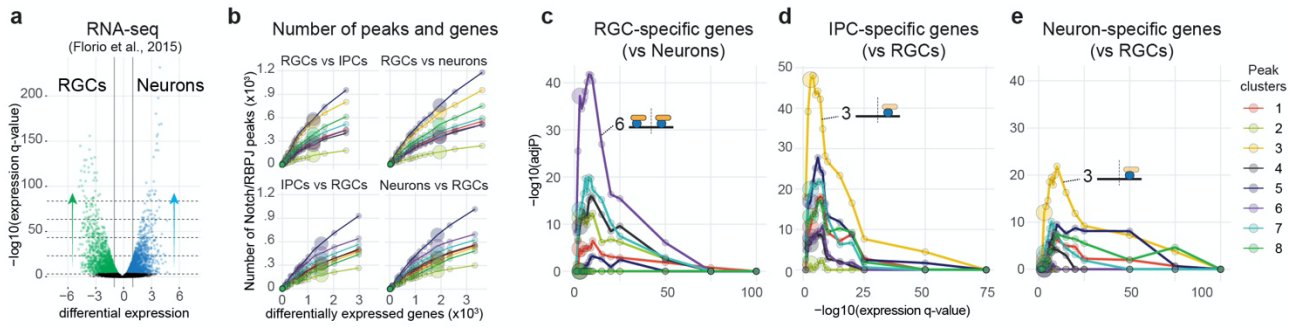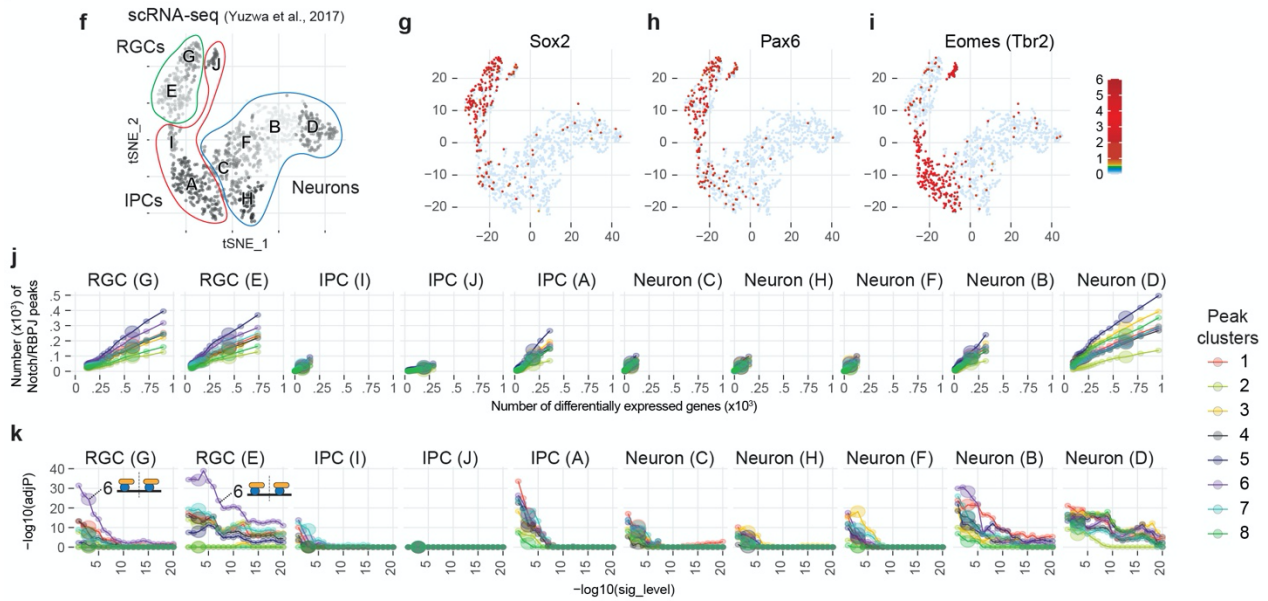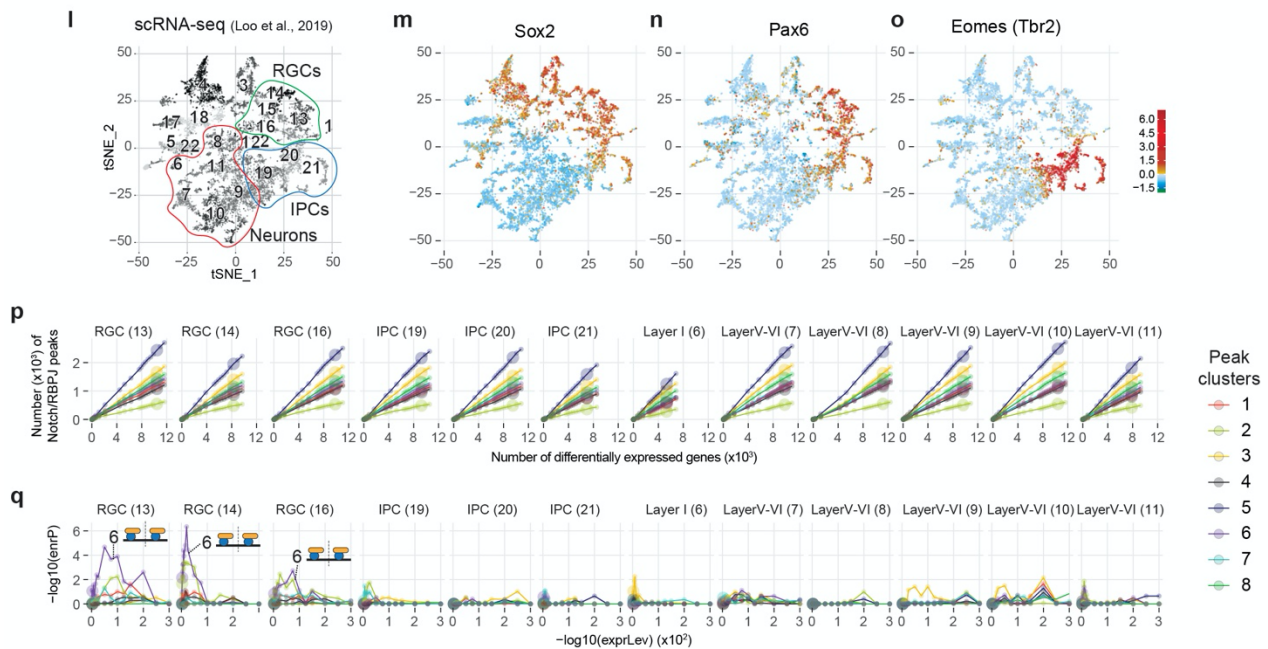

**Supplementary Fig. 10. Genome-wide comparison of cell-type specific expression data and Notch/RBPJ binding patterns.** **a.** Genes differentially expressed in RGCs compared to neurons from bulk RNA-seq. **b.** Number of genes differentially expressed in RGCs, IPCs or neurons (x-axis) at decreasing q-values (datapoints; q=0.05 is enlarged), and numbers of peaks from each peak cluster (y-axis) associated with the differentially expressed genes. **c-e.** Enrichment of Notch/RBPJ

peak clusters near genes differentially expressed at different q-values in RGCs compared to neurons (**c**), IPCs compared to RGCs (**d**) and neurons compared to RGCs (**e**). **f-q**. tSNE-plot of single-cell RNA-seq from Yuzwa et al. <sup>35</sup> (**f-i**) or Loo et al. <sup>50</sup> (**l-o**) indicating the different scSeq clusters and the cell-type annotations (**f,l**), or the expression level of the indicated marker genes (**g-i,m-o**). **j,p**. Number of genes differentially expressed in the cells from the indicated scSeq cluster compared to all other cells (x-axis) at decreasing q-values (datapoints; q=0.05 is enlarged) and the number of peaks from each peak cluster (y-axis) associated with the differentially expressed genes. Note that some scSeq clusters from Yuzwa et al (**j**) (I,J,C,H,F) have very few genes specifically expressed in their cells. **k,q**. Enrichment of Notch/RBPJ peak clusters near genes differentially expressed in the indicated scSeq cluster at different q-values.

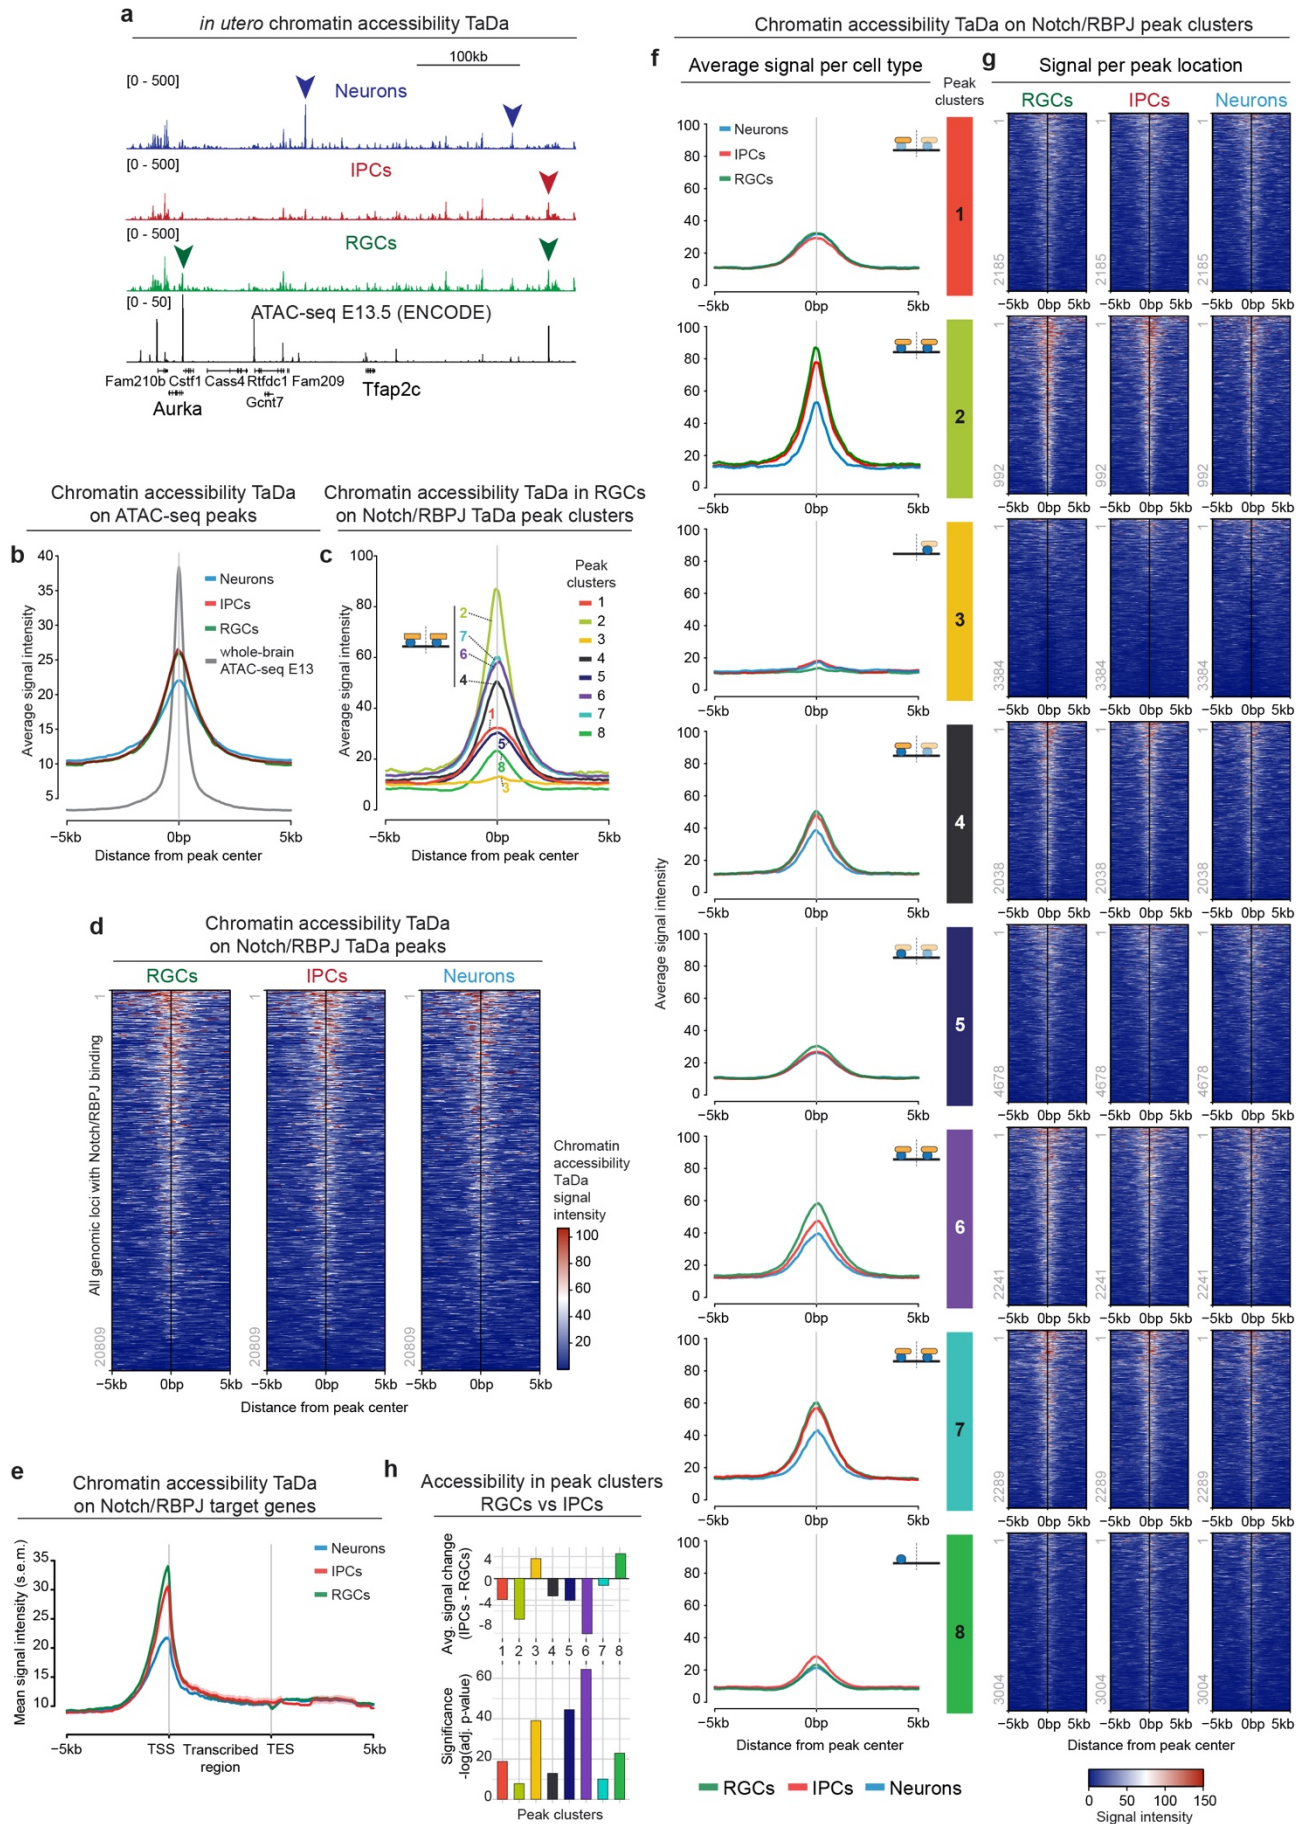

**Supplementary Fig. 11. Cell-type specific *in utero* chromatin accessibility TaDa.** **a.** *In utero* chromatin accessibility profiles in RGCs, IPCs and post-mitotic neurons and of E13.5 forebrain ATAC-seq (ENCODE) at the *Tfap2c* locus. Arrowheads indicate cell-type specific differences in

signal intensity. **b-g**. Average signal intensity (**b,c,e,f**) or signal intensity (**d,g**) in RGCs (**c**) or in RGCs, IPCs and neurons (**b,d-g**) on ATAC-seq peaks ( $FDR < 10^{-2}$ ) (**b**), on peaks from the indicated Notch/RBPJ peak clusters (**c,f,g**), on all genomic loci with NOTCH or RBPJ binding (**d**), or across all Notch/RBPJ target genes and the 5kb upstream and downstream genomic region (**e**). **h**. Change in average signal (bottom) and its associated adjusted p-value (top) of chromatin accessibility TaDa from RGCs to IPCs (compare to signal in (**f**)) on the indicated peak clusters. P-values calculated via Wilcoxon rank sum test with Bonferroni correction for multiple testing.

# Supplementary material for: Reduced chromatin accessibility correlates with resistance to Notch activation
**Source:** Nat Commun. 2022 Apr 25;13:2210. doi: 10.1038/s41467-022-29834-z
**Supplement:** Supplementary file 2 — Description of additional Supplementary File

### **Descriptions of Additional Supplementary Data files**

Supplementary Data 1. Loci bound by NOTCH/RBPJ in RGCs or IPCs and their associated genes. Related to Fig. 2.

Supplementary Data 2. Overlap of genes bound by RBPJ ChIP-seq, RGC-specific RBPJ TaDa and RNAseq upon NICD overexpression. Related to Fig. S5g.

Supplementary Data 3. Peaks associated with each Notch/RBPJ peak cluster and the associated gene for each peak. Related to Fig. 3.

Supplementary Data 4. RGC-specific genes determined by bulk RNA-seq that are bound by NOTCH/RBPJ in peak cluster 6. Related to Fig. 4b

How the deposited data were processed for this re-analysis (not part of the article)

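The series holds 39 samples, of which 14 lie behind the peak lists studied here: 3 of RBPJ and 4 of Notch in RGCs, and 3 of RBPJ and 4 of Notch in IPCs. A further 5 Dam-only samples of RGCs and 4 of IPCs served as controls. The other 16 samples (full-length Notch, and Dam-only in neurons and under a ubiquitous promoter) have no processed file among those studied and were left out.

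The authors trimmed and mapped the reads to mm10, called broad peaks with Macs2 for every pair of fusion and Dam-only samples, filtered them by FDR and kept peaks present in all pairs of a condition. They deposited 4 peak lists of this kind and 1 file of consensus peaks, in which overlapping peaks of the lists were merged and given a k-means cluster number. The deposited values are positions in bp. The score columns of the lists are constant, so they hold no height, fold, signal or q-value, and the cluster file holds no intensity. There are 0 columns of single samples. Depth per sample cannot be read from these files, no replicate can be left out, and intervals cover counting error over peaks only. Binding intensity per cluster, planned for the case that the cluster file held it, could not be computed.

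Positions were read on mm10 with the GRCm38 sequence and the GENCODE annotation of that build, and are printed counted from 1. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Peaks on the mitochondrial genome were left out of tests, which cover 21 nuclear chromosomes. Overlap was counted from 1 bp and compared with 1000 circular shifts of at least 100 kb, 1 offset per chromosome and draw. The density of TTCCCA and of TAATTA in each peak was compared with 1 control region of the same length on the same chromosome, outside all consensus peaks, by 1000 sign flips of the paired differences, with bootstrap intervals from 1000 draws. Genes were assigned by the nearest start site of a protein-coding gene, and genomic features by the midpoint of the peak, with 5 kb upstream of start sites. Receptor genes were those named Olfr or Vmn, 1466 in the annotation, and were tested in 2-sided permutation tests. P-values were adjusted by the Benjamini-Hochberg method within each family. Shares have Wilson intervals at a level of 95%.

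The alternatives tried were an overlap of at least 50% of the shorter peak, shifts of 20 to 200 kb, random placement, peaks of at least 1000 bp, autosomes only, peak calls in place of clusters, longer motif words of 7 bases, the central 500 bp of peaks, controls 10 kb away or matched on GC content (the closest of 20 random regions per peak), genes within 100 kb, all annotated genes, distance from the midpoint, shares of peak bases, and other ways to count the genes of Supplementary Data 4. The alternative that keeps the peaks with the higher scores was not run because the lists hold no score.

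Genes named in the text were set by rule: those that the results text or the legends of Figs. 2, 4 and 5 name as targets or show, genes listed beforehand for sequence on plasmids of the study (Rbpj was listed although the fused RBPJ is human), and the 3 genes with the most peaks in each list.

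The procedures were tested on simulated data. With 30% of peaks planted on a second list, the overlap procedure recovered a mean of 28.6% and a p under 0.05 in 20 of 20 runs, and in 4 of 100 runs with nothing planted. With 0.5 motif words per kb planted, the motif procedure recovered 0.513 in 10 of 10 runs past the threshold, and passed it in 2 of 40 runs with nothing planted. The simulated sequence had the same base composition in peaks and controls. These runs therefore say nothing on differences in GC content such as those of the real peaks. Nearest start sites, features and GATC sites were checked against a direct search and matched at 500 of 500 places each. The receptor and feature tests passed the threshold in 0 and 1 of 40 runs with nothing planted.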

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

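The tests of mitochondrial coverage, and the choice of exons and of coding bases of Notch1, were made only after the peaks had been seen.

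The paper's text does not report on peaks of the mitochondrial genome. Its methods state that mitochondrial signal was removed from average plots of chromatin accessibility. Peaks covered 56.2% of it in the RGC RBPJ list, 70.4% in the IPC RBPJ list and 74.1% in the IPC Notch list, whereas the RGC Notch list had none there. No biological explanation was tested. A difference between fusion and Dam-only libraries in the amount of mitochondrial DNA is a candidate explanation, since it would raise the signal along the whole mitochondrial genome, and the lowest of the 3 shares, 56.2%, is more than 50%. The stretch from 6636 to 10801 carries no peak in any list although its 4166 bp hold 11 GATC sites, and the rest holds 24 sites in 12133 bp. How well reads map to that stretch was not tested, so its lack of peaks does not decide against an even rise. The lists give no peak heights, so how far that stretch lies below the calling threshold is unknown and the explanation stays open.

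The IPC Notch list has 4 peaks over the end of Notch1 (ENSMUST00000028288), on chromosome 2 between 26457903 and 26465566. They cover 100% of the 2456 coding bases of exons 28 to 34, which encode residues 1713 to 2531, and 63.7% of the intron bases between these exons. The other lists cover 0% of these coding bases. These exons encode the intracellular domain that the Notch plasmids also carry, so reads from plasmid DNA may account for the 100% in IPCs. The test set for this explanation asked for the same peaks in both Notch lists, and the RGC Notch list, whose plasmids carry the domain too, has none. Covered introns are not on the plasmids, but broad peaks can bridge short gaps. Binding of NICD at this end of Notch1 in IPCs stays open as well, and without reads the 2 cannot be told apart.

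At Ighe, the IPC RBPJ list has a peak of 332 bp on chromosome 12 from 113271630 to 113271961, and the IPC Notch list a peak of 470 bp from 113271522 to 113271991. The RGC lists have none. The gene was listed before the peaks were seen because an intron of it was used in a first version of the Dam plasmid. By the paper's methods that intron was replaced in the version into which the Hes5 and Tuba1a promoters were cloned. The plasmids as described there give no source of reads here. The methods also state that the replacing version served most experiments. The authors removed signal of this intron from average plots of chromatin accessibility, so a plasmid source stays open. No explanation was tested, biological ones included.

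Other genes were listed beforehand for the same search. At the promoter of Tuba1a, which the IPC plasmids carry, the IPC RBPJ list has a peak on chromosome 15 from 98953223 to 98954752, the RGC RBPJ list has a peak from 98952271 to 98956160, and neither Notch list has any within 5 kb of the gene. The Dam plasmids for RGCs carry the Hes5 promoter instead, so the RGC RBPJ peak has no such source on them, but this does not separate plasmid reads from binding in IPCs. The IPC Dam-only controls, against which the IPC peaks were called, carry the Tuba1a promoter too. At Neurod1, whose promoter is on a plasmid for neurons and not on those behind these lists, only the IPC RBPJ list has peaks, on chromosome 2 from 79454850 to 79457389 and from 79457638 to 79461803. At Rbpj, which was listed although the fused RBPJ is human, each RBPJ list has 3 peaks and the Notch lists have none, and the widest, of 6164 bp, overlaps no exon. No explanation was tested at these 3 genes.

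The share of cells in each zone upon NICD expression, from the source data of Fig. 1j, was searched for single embryos far from the others among the 5 embryos, and none was found in the 4 zones.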

How the results depend on the processing

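The alternatives were set before the data were examined, except those named here as added afterwards. No paired analysis was possible because each peak list pools its samples and holds no value per sample. The alternative that keeps peaks with higher scores was not run, since the lists hold no score. An overlap of 50% of the shorter peak cannot change the clusters, which the authors assigned, and the distance from the midpoint gives the same gene numbers by construction, as both edges lie equally far from it. In all, 329 values were computed under alternatives. Of these, 270 kept their direction and side of the threshold or their size, 5 were weaker, 4 stronger, 8 moved and 42 reversed. Where not stated otherwise, the cause was not tested.

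All 6 overlaps of peak lists kept their excess and their adjusted p under the 5 alternatives run, from 6.87-fold to 52.8-fold. The numbers of genes stayed within 1.5-fold in all 36 alternatives, and the receptor genes stayed under-represented in all 12.

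Cluster composition changed when peak calls replaced clusters. The share of consensus peaks bound by both proteins in a cell type was 36.3% by clusters and 9.46% by calls, or 9.18% with an overlap of 50% of the shorter peak, added afterwards. The share of peaks bound by both in RGCs that were bound by both in IPCs was 73.0% by clusters. By calls it was 8.73%, or 23.5% when a Notch call in IPCs sufficed. With settings added afterwards it was 8.24% with the larger overlap, 35.5% when either IPC call sufficed and 42.3% when clusters 2, 6 and 7 were counted among the peaks called in both RGC lists. Without the 2 mitochondrial peaks, also added afterwards, the share by clusters stayed at 73.0%. Calls have a threshold and the clusters rest on intensities, and the cause was not tested further. The share of genes increased upon NICD moved to 59.4% when each peak was counted, by construction, since genes with many peaks then count more.

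For TTCCCA, the RGC Notch list was weaker with controls matched on GC content, 1.02, and with the longer word TTCCCAC and such controls, added afterwards, 1.05. Cluster 1 was weaker in the central 500 bp, 1.02, and reversed with controls 10 kb away, 0.983, with GC-matched controls, 0.959, and with the added combination, 0.974. The interval of the ratio over controls 10 kb away, 0.944 to 1.02, includes 1. The other 66 values kept direction and threshold.

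For TAATTA 37 of 72 values reversed, of which 7 with the longer word and 2 in the central 500 bp kept random controls and the others came with other controls. In 13 of the 37 the reversed ratio, from 1.00 to 1.19, was not past the threshold (1-sided permutation tests), so these may be noise around 1. With controls matched on GC content the ratios reversed to 1.23 for RGC RBPJ, 1.31 for RGC Notch, 1.36 for IPC RBPJ, and for clusters 1, 3, 4, 5, 6, 7 and 8 to 1.09, 1.20, 1.37, 1.21, 1.53, 1.42 and 1.00, while cluster 2 became stronger, 1.60. With controls 10 kb away they reversed to 1.04 for RGC RBPJ, 1.04 for RGC Notch, 1.09 for IPC RBPJ, and for clusters 4, 5, 6, 7 and 8 to 1.09, 1.00, 1.22, 1.05 and 1.03, with cluster 2 stronger at 1.33. With the longer word CTAATTA they reversed to 1.01, 1.06 and 1.11 for the same lists, and for clusters 4, 6, 7 and 8 to 1.07, 1.21, 1.13 and 1.00, with cluster 2 stronger at 1.32. In the central 500 bp cluster 1 reversed to 1.02 and cluster 6 to 1.19. With the longer word and GC-matched controls together, added afterwards, the lists reversed to 1.31, 1.42 and 1.53, and clusters 1, 3, 4, 5, 6, 7 and 8 to 1.23, 1.47, 1.56, 1.32, 1.70, 1.71 and 1.05, with cluster 2 stronger at 1.62. IPC Notch stayed above 1 throughout, up to 2.02.

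Among genomic features, shifts of 20 to 200 kb reversed introns in cluster 2, 0.996, and upstream sequence in cluster 8, 1.03, and weakened introns and intergenic sequence in cluster 8, 1.01 and 0.979. Neither reversed ratio was past the threshold, and upstream sequence in cluster 8 was not past it after circular shifts either, 0.966. Both reversals may therefore be noise around 1. The other 92 values kept direction and threshold.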

Differences from the paper's values

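Of 27 values compared, 11 stated in the paper's text and 16 read from a figure, 0 differed by more than the larger error and more than 1.5-fold under the settings used at the claims. The number of peaks in clusters 2, 6 and 7 was 5522 and the paper's is 5520. Without the 2 mitochondrial consensus peaks, both in cluster 2, it is 5520, a setting run after the values were seen, and clusters 2, 4, 6 and 7 then hold 7558 peaks in place of 7560. The share of cells in the cortical plate upon NICD expression was 30.5% ± 7.27 (SD, n = 5; SEM 3.25) in the source data, and the paper's is 30.5 with an error of 5.5, an SEM by the legend of Fig. 1j. The SEM of the embryos with the empty vector was 5.49 (n = 3). For the genomic features, intron shares were 49.2% for RGC RBPJ peaks and 49.2% for IPC Notch peaks, counted by peak midpoints. Supplementary Fig. 5c shows about 58% for each, read by eye. By the paper's methods that figure shows overlap relative to the summed length of the peaks. As shares of peak bases, the values were 51.1% and 50.4%.

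The share of peaks bound by both proteins in RGCs that were bound by both in IPCs differed from the paper's 73% under the alternatives set before the data were examined that use peak calls, 8.73% with calls in all 4 lists and 23.5% with a Notch call in IPCs.

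The paper ranks the RBPJ site as the most enriched motif of RGC RBPJ peaks. Among words of 6 bases, TTCCCA ranked 638 of 2054 by ratio over random controls and 538 over controls matched on GC content, and 199 and 135 by the size of the excess. Ranks of single words and of weight matrices are not on one scale, and no setting that was run put TTCCCA at the top.

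The paper finds homeobox sites enriched in all lists. Its methods do not state the base composition of the motif background, so random controls may not be the like comparison. The random controls held less G and C than the peaks in each list. Over them TAATTA was below 1 in 3 of the 4 lists, 0.874 for RGC RBPJ, 0.895 for RGC Notch and 0.895 for IPC RBPJ. In the same order, it was also below 1 in peaks of at least 1000 bp (0.870, 0.889 and 0.869). In the central 500 bp it was 0.951, 0.955 and 0.986, with intervals that include 1. The ratio was above 1 in these lists with controls matched on GC content (1.23, 1.31 and 1.36), with controls 10 kb away (1.04, 1.04 and 1.09), with the longer word CTAATTA (1.01, 1.06 and 1.11), and with the last and matched controls together (1.31, 1.42 and 1.53), a combination chosen after seeing the values. Of these, 3 ratios were not past the threshold (1-sided permutation tests): CTAATTA in RGC RBPJ (0.970 to 1.06, adjusted p = 0.375) and in RGC Notch (0.981 to 1.15, adjusted p = 0.188), and controls 10 kb away in RGC Notch (0.979 to 1.11, adjusted p = 0.141).

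The paper finds no RBPJ motif under cluster 3 peaks. TTCCCA was denser there than in controls, with a ratio of 1.24 over random controls, 1.10 over controls matched on GC content and 1.17 in the central 500 bp. No setting that was run took the ratio to 1 or below. By ratio, however, TTCCCA ranked 738 of 2054 words over random controls and 599 over matched ones. The excess of a single exact word is not on one scale with a search by weight matrices, so it does not contradict the paper.

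Supplementary Fig. 5d shows terms of sensory perception, smell among them, for RGC RBPJ peaks. Fewer of these peaks than after shifting were nearest to an olfactory or vomeronasal receptor gene, with a ratio of 0.246, and no setting that was run gave a ratio above 1 for this list.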

Other observations

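The tests of the share of genes on chromosome X, of the smaller TTCCCA excess in cluster 3 by width and by base composition, of the surroundings of receptor genes within 200 kb, and of the split of IPC RBPJ peaks by overlap with RGC RBPJ peaks were chosen only after the result was seen. The same holds for the tests of GC content and of words of the same letters for TAATTA and TTCCCA. The receptor values of the clusters were also singled out after they were seen. In the test of wider and narrower sites, the width was changed from that of the consensus peak to that of the RGC peaks alone after first values had been seen.

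Cluster 3 and the IPC RBPJ list are poor in GATC. Dam methylates GATC alone, so a dense supply of sites could set where peaks are called, which would place the density of GATC in peaks above that in controls in each list. The ratio of densities was 1.26 for RGC RBPJ, 1.42 for RGC Notch and 1.08 for IPC Notch, but 0.620 for IPC RBPJ, which argues against this as a general cause. In the IPC RBPJ list 33.6% (32.4 to 34.9) of peaks hold no GATC site, against 1.32% for RGC RBPJ.

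The GATC-free peaks of cluster 3 may come from long fragments that gain reads in the IPC RBPJ libraries whether or not RBPJ is bound. Fragments holding cluster 3 peaks had a median length of 1529.5 bp, against 684 bp for controls. Under that explanation the peaks without GATC would show no excess of TTCCCA, and their ratio over matched controls was 1.08 (1.03 to 1.14). Of the 59 other words made of the same letters, 22 (37.3%) had ratios at or above the lower limit of that interval, which neither sets TTCCCA apart nor leaves it among the common words. In cluster 3 as a whole TTCCCA ranked 599 of 2054 words by ratio over such controls and 200 by the size of the excess, and the longer word TTCCCAC had a ratio of 1.21 (1.11 to 1.31). The explanation stays open. A second candidate explanation, that RBPJ sites of any cell type happen to lie in such fragments, was to be tested by splitting IPC RBPJ peaks by overlap with RGC RBPJ peaks. The shares without GATC were 3.90% (3.02 to 5.02) of 1461 peaks that overlap an RGC RBPJ peak and 44.4% (42.8 to 45.9) of 4036 that overlap none. Since RGC RBPJ peaks hardly ever lack GATC, the split largely fixes this outcome and decides nothing. The RGC RBPJ list itself bears on the second explanation, which needs its peaks to lie in such fragments too. Of these peaks 1.32% (1.14 to 1.52) lacked GATC, against 5.14% of their random controls. Fragments over 2 kb held 0.227% of them, against 5.33% of controls. For the sites called in RGCs, these values argue against the second explanation. A difference in library preparation between groups and a binding mode particular to IPCs both stay open and were not tested, since the reads are not in the files.

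A test set before the motif counts assumed that cluster 3 has no excess of TTCCCA, hidden by its narrow peaks or base composition. The ratio was 1.24 over random controls, so the assumed pattern was absent and that test says nothing. Asked instead why the excess of cluster 3 is smaller than that of cluster 5 (1.30), width may play a part only if the central 500 bp bring the values together. There they were 1.17 (1.10 to 1.25) and 1.34 (1.27 to 1.42), which argues against width. With controls matched on GC content they were 1.10 and 1.16, with intervals that only just overlap at 1.14, so a part for base composition cannot be told apart from a difference between the clusters.

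Peaks are narrower in IPCs. If the IPC lists merely held other, narrower sites, widths would be equal at sites called in both cell types. There the median ratio of IPC to RGC width was 0.508 (0.487 to 0.526) over 1425 RBPJ sites and 0.541 (0.499 to 0.583) over 494 Notch sites, which argues against that. Depth, signal strength and cell type stay open and were not tested.

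Few sites called in both RGC lists are called in both IPC lists, and a candidate explanation is that weaker or narrower sites fall under the calling threshold in IPCs. Of the 808 wider sites 11.0% (9.04 to 13.4) were called in both IPC lists, and of the 808 narrower ones 6.44% (4.94 to 8.34), in line with the explanation for part of the pattern. Loss of binding in IPCs stays open, since most of the wider sites were not called either.

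TAATTA was denser in IPC Notch peaks than in random controls, with a ratio of 1.23 (1.12 to 1.34), and base composition is a candidate explanation. The test set beforehand, controls matched on GC content, gave 1.81 (1.65 to 2.00). It says nothing, since the peaks were richer in G and C than random controls, and matching could only raise the ratio. That GC content was 4.60 percentage points higher in the peaks argues against GC content as the cause, since it lowers the density of TAATTA. AT-rich stretches within the peaks would raise every word of 3 A and 3 T alike, but of the 13 other words 0% reached the lower limit of the TAATTA ratio, and the highest had 1.62 over matched and 0.969 over random controls, which argues against them. Binding near homeobox sites in IPCs is a hypothesis that these lists cannot test further.

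Chromosome X held 2.25%, 1.00%, 1.60% and 1.85% of the RGC RBPJ, RGC Notch, IPC RBPJ and IPC Notch peaks. A low number of genes on X might account for this, but 4.32% of protein-coding genes lie there, above the interval of each list. The sex of the embryos and mapping on X were not tested.

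Receptor genes named Olfr or Vmn were nearest to fewer peaks than after shifting in all 4 lists, with ratios of 0.246, 0.0121, 0.111 and 0.0216 (2-sided permutation tests, p = 0.002, the smallest possible, before and after adjustment). AT-rich surroundings may contribute, since peaks had a higher GC content than controls in each list, by at least 4.26 percentage points, as this explanation needs. Shifts of 20 to 200 kb, which keep the surroundings, left ratios of 0.744, 0.0714, 0.450 and 0.144, so surroundings at that scale are not the whole cause. Cluster 8, whose peaks had a GC content of 41.5% against 41.7% in controls, was the only cluster without a deficit past the threshold after circular shifts, with 51 of 3004 peaks and a ratio of 0.819 (2-sided permutation test, p = 0.162), whereas the other clusters, with a higher GC content than controls, had ratios of at most 0.164. After shifts of 20 to 200 kb the ratio was 1.01 in cluster 8 and at most 0.558 in the others, of which cluster 2 (0 peaks against 0.971 after shifting, adjusted p = 0.756) and cluster 4 (0.412, adjusted p = 0.0986) were not past the threshold either (2-sided permutation tests). This is in line with a part for base composition, but cluster 8 differs from the others in binding as well, so it does not separate the explanations. Chromatin state at these genes was not tested.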
